# The role of maternal-specific H3K9me3 modification in establishing imprinted X-chromosome inactivation and embryogenesis in mice

**DOI:** 10.1038/ncomms6464

**Published:** 2014-11-14

**Authors:** Atsushi Fukuda, Junko Tomikawa, Takumi Miura, Kenichiro Hata, Kazuhiko Nakabayashi, Kevin Eggan, Hidenori Akutsu, Akihiro Umezawa

## Abstract

Maintaining a single active X-chromosome by repressing *Xist* is crucial for embryonic development in mice. Although the *Xist* activator RNF12/RLIM is present as a maternal factor, maternal *Xist* (Xm-*Xist*) is repressed during preimplantation phases to establish imprinted X-chromosome inactivation (XCI). Here we show, using a highly reproducible chromatin immunoprecipitation method that facilitates chromatin analysis of preimplantation embryos, that H3K9me3 is enriched at the *Xist* promoter region, preventing Xm-*Xist* activation by RNF12. The high levels of H3K9me3 at the *Xist* promoter region are lost in embryonic stem (ES) cells, and ES-cloned embryos show RNF12-dependent *Xist* expression. Moreover, lack of Xm-XCI in the trophectoderm, rather than loss of paternally expressed imprinted genes, is the primary cause of embryonic lethality in 70–80% of parthenogenotes immediately after implantation. This study reveals that H3K9me3 is involved in the imprinting that silences Xm-*Xist*. Our findings highlight the role of maternal-specific H3K9me3 modification in embryo development.

## Abstract (web summary)

During mouse preimplantation phases, a repressive imprint is imposed on the maternal allele of *Xist*, which encodes a large non-coding RNA required for X-chromosome inactivation. Here the authors show that trimethylation of histone H3 at lysine 9 on *Xist* promoter chromatin is responsible for the maternally determined *Xist* repression.

To maintain proper dosage compensation in mammals, one of the two X chromosomes in the female is inactivated^1^,^2^. In establishment of X-chromosome inactivation (XCI), a large non-coding RNA, *Xist*, is expressed and this non-coding RNA then covers the entire X chromosome in *cis*^1^,^2^,^3^. In mice, two types of XCI occur during female embryonic development. One type involves random XCI, which is observed in cells derived from epiblasts, and one of the two X chromosomes (paternal or maternal) is randomly inactivated. The other involves imprinted XCI (iXCI), which is observed in extra-embryonic tissues and causes XCI of the paternal X chromosome (Xp)^4^. The initiation of iXCI begins at early preimplantation in embryos and Xp-*Xist* is expressed around the four-cell stage^1^. A recent study showed that a maternal factor, the E3 ubiquitin ligase RNF12, is the primary factor responsible for Xp-*Xist* activation^5^. Interestingly, although RNF12 is abundant as a maternal factor in oocytes, Xm-*Xist* is not expressed. Moreover, maternal *Xist* (Xm-*Xist*)-specific imprints, which are refractory to the Xm-*Xist* activation induced by RNF12, are imposed during oogenesis^6^. *Xist* expression analysis using *de novo* DNA methyltransferase (*Dnmt3a*/*b*) maternal knockout mice demonstrated that *Xist* expression during preimplantation is independent of DNA methylation^7^, implying that other epigenetic factors are associated with Xm-*Xist* silencing. However, the nature of these Xm-specific epigenetic modifications is unknown.

A gene-knockout study demonstrated that loss of Xp*-Xist* expression critically affects postimplantation female development due to lack of iXCI, which causes overexpression of X-linked genes in extra-embryonic tissues^8^. Similar to the phenotype observed in Xp-*Xist*-knockout mice, parthenogenetic embryos (PEs) composed of two X chromosomes show increased expression of X-linked genes, as compared with fertilized females, because of the low expression of *Xist*^9^. One of the interesting phenomena observed in PEs is the dramatic developmental failure that occurs immediately after implantation. Around 70–80% of embryos die before embryonic day (E) 9.5, which is the limit of development for PEs^10^. However, it is unknown whether the primary cause of rapid developmental failure in postimplantation PEs is the loss of iXCI or the loss of expression of autosomal paternally imprinted genes^11^,^12^.

The global epigenetic asymmetry of parental genomes in zygotes is retained during early preimplantation phases in mice and changes in gene expression occur in discrete stages to confer totipotency^13^,^14^. Interestingly, transcriptionally repressive marks, such as histone H3 lysine 9 di-/trimethylation (H3K9me2/3), are specifically imposed on maternal genomes at the zygote stage^13^. Although the regulation of imprinted genes mostly depends on DNA methylation, some imprinted genes are regulated by these histone modifications^15^,^16^. Thus, Xm-*Xist* silencing machinery may be associated with histone modifications.

Here we reveal that silencing of Xm-*Xist* in preimplantation embryos involves modification of H3K9me3. By using a new chromatin immunoprecipitation (ChIP) method that facilitates chromatin analysis in preimplantation embryos, we show that the *Xist* promoter on the Xm is highly enriched for H3K9me3 at the four-cell stage. This enrichment is lost in the morula and in male embryonic stem (ES) cells. Furthermore, we demonstrate that early loss of H3K9me3 at the *Xist* promoter leads to precocious Xm-*Xist* activation in a Rnf12-dependent manner. Moreover, we demonstrate that establishment of Xm-XCI in the trophectoderm allows PEs to develop at the postimplantation stage without the expression of paternally imprinted genes on autosomes. Therefore, these data indicate that the primary cause of embryonic lethality immediately after implantation in most PEs is loss of XCI rather than loss of the expression of paternally imprinted genes located on autosomes. Our study revealed that silencing of Xm-*Xist* by imprinting to establish iXCI involves H3K9me3, and this finding is expected to resolve the longstanding issues that have limited our general understanding of XCI in mice.

## Results

### Changes in histone modifications cause Xm-*Xist* derepression

Histone repressive marks, such as H3K9me2/3 and H3K27me3, are specifically imposed on maternal genomes^13^. To investigate the role of maternal-specific modifications in imprinted *Xist* expression, we focused on *Kdm3a* and *Kdm4b*, which encode histone demethylases specific for H3K9me1/2 and H3K9me3 (refs 17, 18), respectively. Reverse transcription–PCR analysis showed that oocytes express low levels of *Kdm3a* and *Kdm4b* (Supplementary Fig. 1). Immunofluorescence (IF) analyses revealed that zygotes injected with polyadenylated *Kdm3a* and *Kdm4b* messenger RNAs expressed significantly lower levels of maternal H3K9me2 and H3K9me3, respectively (Fig. 1a–d). Ectopic expression of *Kdm3a* and *Kdm4b* did not affect H3K9me3 or H3K9me2 marks, respectively (Supplementary Fig. 2). We reasoned that if Xm-specific modifications that prevent *Xist* activation were erased by these epigenetic modifiers, Xm-*Xist* would be expressed at the four-cell stage, which is when Xp-*Xist* expression commences.

To facilitate analysis of Xm-*Xist* expression, we used PEs (Fig. 1e). PEs possess two copies of Xm, and Xm-*Xist* is never expressed at the four-cell stage^19^. Xm-*Xist* expression in four-cell PEs, cultured for 48 h, was determined using quantitative real-time PCR (qPCR). Consistent with a previous report^19^, Xm-*Xist* was not detectably expressed in most intact (not injected) PEs and PEs injected with *Egfp* mRNA (*Egfp*-PEs; Fig. 1f). Approximately 75% of PEs injected with *Kdm3a* mRNA (*Kdm3a*-PEs) did not detectably express *Xist*. However, Xm-*Xist* expression was detected in all PEs injected with *Kdm4b* mRNA (*Kdm4b*-PEs; Fig. 1f), suggesting that H3K9me3 demethylation caused Xm-*Xist* derepression.

We next assessed the effects of a histone deacetylase inhibitor, trichostatin A (TSA), on Xm-*Xist* expression. TSA-treated PEs (Intact+TSA-PEs and *Egfp*+TSA-PEs) also activated Xm-*Xist* (Fig. 1f). No significant changes were detected in Xm-*Xist* expression levels between *Kdm4b*-PEs and *Egfp*+TSA-PEs. However, although co-injection with *Kdm4b* and *Kdm3a* mRNAs did not increase Xm-*Xist* expression levels as compared with *Kdm4b*-PEs, a combination of TSA and *Kdm4b*-mRNA significantly increased Xm-*Xist* expression as compared with *Egfp*+TSA-PEs (2.9-fold, *P*<0.04, Student’s *t*-test; Fig. 1f). Moreover, derepression of Xm-*Xist* transcription occurred in the absence of *Rnf12* overexpression (Supplementary Fig. 3), and *Jpx* and *Ftx*, which have been identified as *Xist* activators^2^, were not expressed at the four-cell stage. These results showed that KDM4B- and TSA-mediated Xm-*Xist* derepression was not involved in the abnormal expression of known *Xist* activators.

Next, we examined Xm-*Xist* derepression states at the single-cell level by fluorescence *in situ* hybridisation (FISH) of *Xist* RNA. Consistent with the qPCR results, Xm-*Xist* signals were significantly increased in *Egfp*+TSA- and *Kdm4b*-PEs (Fig. 1g,h and Supplementary Table 1). However, neither TSA treatment nor *Kdm4b* overexpression consistently activated Xm-*Xist* in all cells (Fig. 1g,h). FISH analysis also revealed *Xist* biallelic cells in *Kdm4b*- and *Egfp*+TSA-PEs (*Kdm4b*-PEs: 34% and *Egfp*+TSA-PEs: 13%; Fig. 1g,i). Taken together, these results indicated that *Kdm4b* overexpression and TSA treatment induced Xm-*Xist* derepression at the same developmental stage as Xp-*Xist* activation.

### Xm-*Xist* transcripts establish XCI at the blastocyst stage

To investigate whether Xm-*Xist* transcripts from the four-cell stage induced XCI in late preimplantation stages, we cultured *Kdm4b*-, *Egfp*+TSA- and *Kdm4b*+TSA-PEs until the blastocyst stage. Development into blastocysts occurred in >80% of PEs in all groups (Supplementary Table 2). At the morula stage (72 h), although *Egfp*-PEs initiated Xm-*Xist* expression, the levels of *Xist* expression were significantly lower compared with those in *Kdm4b*-injected and/or TSA-treated PEs (Fig. 2a). At the 96-h blastocyst stage, we examined the expression levels of *Xist* and X-linked genes (*Tsix*, *Rnf12*, *Pgk1*, *Fmr1nb*, *Atrx*, *Uba1*, *Mecp2* and *Plac1*) in individual embryos. The significant upregulation of *Xist* observed in PEs that had been injected with *Kdm4b* mRNA and/or TSA continued in 96-h blastocyst stage (Fig. 2b). In PEs exhibiting Xm-*Xist* upregulation, *Tsix* expression was not detectable and *Rnf12* was not overexpressed as compared with *Egfp*-PEs (Fig. 2b). The average expression levels of *Pgk1*, *Plac1* and *Fmr1nb* in *Kdm4b*-overexpressing or TSA-treated PE groups were significantly reduced (Supplementary Fig. 4a). However, single embryos in the same group exhibited heterogeneity in the expression levels of these targets (Fig. 2b). Moreover, although Xm-*Xist* was not overexpressed in *Kdm4b*-overexpressing or TSA-treated PE groups compared with levels seen in female fertilized embryos (FEs), the levels of *Plac1* and *Pgk1* were strongly downregulated in *Kdm4b*-, *Egfp*+TSA- and *Kdm4b*+TSA groups (Fig. 2b). These results suggested that Xm-*Xist* expression states differed at the single-cell level in individual embryos.

To gain further insights into *Xist* expression states and repression of X-linked genes on Xm alleles, we conducted IF to detect the H3K27me3 state, which is a hallmark of XCI^20^, and performed *Xist* FISH analysis. The *Xist* RNA FISH probe recognizes *Xist* and *Tsix*. Therefore, the cloud state of the FISH signal defined *Xist* expression. Consistent with the qPCR results, the number of cells with *Xist* signals increased significantly in all *Kdm4b*-overexpressing or TSA-treated PEs (Fig. 2c and Supplementary Table 3). However, in all *Kdm4b*-overexpressing or TSA-treated PEs, <45% of *Xist* cloud-containing cells had an H3K27me3 signal (Fig. 2c,d and Supplementary Table 3). We also found that *Xist* biallelic cells were present in all PE groups (*Egfp*-PEs: 2.2%, *Egfp*+TSA-PEs: 5.9%, *Kdm4b*-PEs: 9.0% and *Kdm4b*+TSA-PEs: 10.3%; Fig. 2e,f). These results suggested that there were various Xm-*Xist* expression states present at the single-cell level, affecting the heterogeneity of X-linked genes, and that strong suppression of some X-linked genes in *Kdm4b*-overexpressing or TSA-treated PEs could be attributed to biallelic expression of Xm-*Xist*.

As *Kdm4b* overexpression and TSA treatment did not affect the extent of H3K27me3 modification (Supplementary Fig. 5), its acquisition in PEs may have been slightly delayed compared with that in FEs. In support of this notion, the developmental timing of PEs lags behind that of FEs^9^. Therefore, we extended the culture period to 120 h and again performed qPCR, IF and FISH analyses. As seen in 96-h blastocyst stage, qPCR analysis revealed that *Plac1* and *Pgk1* were significantly repressed in *Kdm4b*-overexpressing or TSA-treated PEs, although heterogeneity was observed (Fig. 2g and Supplementary Fig. 4b). However, *Fmr1nb*, which was significantly repressed in 96-h blastocyst stage of both *Kdm4b*- and TSA-treated groups, did not show marked suppression (Fig. 2g and Supplementary Fig. 4b), suggesting that *Xist* expression states were altered in 120 h blastocysts.

In FISH and IF analysis, a significant increase in the number of *Xist*-positive cells was detected in *Kdm4b*-overexpressing and/or TSA-treated PEs, as compared with *Egfp*-PEs, after culture for 120 h (Fig. 2h,i and Supplementary Table 4). There was a marked increase in the ratio of H3K27me3 spots to cloud *Xist* signals in blastocysts in all groups compared with that observed after 96 h of culture as follows: 88.1% in *Egfp*-PEs, 78.7% in *Egfp*+TSA-PEs, 91.8% in *Kdm4b*-PEs and 91.2% in *Kdm4b*+TSA-PEs (Fig. 2h,i and Supplementary Table 4). Interestingly, >98% of the cells in the *Xist* cloud state exhibited monoallelic *Xist* expression in all groups at 120 h (Fig. 2j).

Taken together, these results indicated that *Kdm4b* overexpression and TSA treatment induced global XCI of Xm in blastocysts and that the counting mechanism automatically functioned in late blastocysts, as has also been observed for Xp alleles^21^.

### KDM4B-mediated Xm*-Xist* expression depends on RNF12

During preimplantation phases, Xp-*Xist* expression is induced by maternal RNF12 (ref. 5). Thus, we investigated whether Xm-*Xist* expression also depended on RNF12. High *Rnf12* expression levels were maintained until the four-cell stage (around 80-fold higher than in ES cells; Fig. 3a). At the morula stage, although the expression level was significantly decreased compared with that in oocytes, *Rnf12* expression was still more than ninefold higher than that in ES cells (Fig. 3a), indicating that maternal and early zygotic RNF12 may be critical for Xm-*Xist* activation. To examine the dependency of RNF12 on Xm-*Xist* expression, we inhibited maternal and zygotic RNF12 expression using *Rnf12*-siRNA (Supplementary Fig. 6a). IF analysis at the one-cell stage showed a marked decline in RNF12 signal intensity in si-*Rnf12* embryos compared with that in the si-control embryos (Fig. 3b). Significant repression by si-*Rnf12* was maintained in the four-cell stage (Supplementary Fig. 6b,c). Using this knockdown system, we examined whether Xm-*Xist* activation was induced by RNF12 at the morula stage. *Xist* FISH analysis revealed that *Xist* signals (cloud and pinpoint) in PEs treated with si-Rnf12 were significantly reduced at the morula stage as compared with those observed in the controls (si-Rnf12: 50.0% versus si-control: 80.0%; Fig. 3c,d and Supplementary Table 5).

Next, we examined whether Xm-*Xist* derepression from the four-cell stage by ectopic *Kdm4b* expression or TSA treatment was regulated by RNF12 (Supplementary Fig. 6d). Four-cell embryos of *Kdm4b*- or *Egfp*+TSA-PEs treated with si-Rnf12 were analysed by qPCR. Depletion of RNF12 did not affect Xm-*Xist* expression in *Egfp*+TSA-PEs compared with the si-control PEs (Fig. 3e), suggesting that factors other than RNF12 may contribute to histone acetylation-mediated Xm-*Xist* activation. This observation is consistent with results obtained using *Rnf12*^*−/−*^ mice, which demonstrated that *Xist* is activated by RNF12 and other unidentified factors^5^,^22^. In contrast, *Xist* expression in *Kdm4b*-PEs derived from oocytes treated with si-*Rnf12* did not induce detectable expression of Xm-*Xist* (Fig. 3f). These results demonstrated that KDM4B-mediated Xm-*Xist* expression depended on RNF12 and suggested that H3K9me3 prevented the expression.

### Promoter demethylation of H3K9me3 causes Xm-*Xist* derepression

As activation of *Xist* by RNF12 is essential for establishing iXCI^5^, we attempted to determine the mechanism responsible for the transcriptional derepression of Xm-*Xist* by KDM4B-mediated demethylation of H3K9me3. We first examined whether H3K9me3 levels were enriched at the Xp-*Xist* promoter region. Nucleosomes were extracted from the sperm genome (Supplementary Fig. 7). ChIP-qPCR revealed the low H3K9me3 levels of Xp-*Xist* in the 5′-regions containing the major promoter for *Xist* expression (average: 2.1%; Fig. 4a), as compared with those of the *H19*, *Gtl2*, *Peg1* and *Peg3* promoter loci (average: 8.5%) and regions in repetitive elements (intracisternal A-particles and major satellite DNAs; average: 7.0%), which are known to be associated with H3K9me3 (ref. 23). These results indicated that the *Xist* promoter region was hypomethylated in sperm, in agreement with Xp-*Xist* being expressed in early embryogenesis.

Preparing sufficient numbers of embryos or oocytes for ChIP combined with deep sequencing (ChIP-seq) analysis is problematic. Some ChIP-qPCR methods requiring small samples have been reported^24^; however, most of these studies are based on a cross-linking ChIP method, in which the ChIP efficiency is lower than that of native ChIP methods^25^. Thus, we developed a new native ChIP method combined with a Taqman qPCR system for quantification of transcription in single cells (termed eChIP-qPCR) and focused on three loci at *Xist* 5′-regions containing the major promoter and repeat A, which is essential for establishment of iXCI^26^ (Fig. 4b). We first tested whether the quantification system was biased by using diluted DNA from bulk ES cells. The results of ChIP-qPCR from pre-amplified DNA were comparable to those obtained without pre-amplification (Supplementary Fig. 8).

Using this system, we examined H3K9me3 states at three *Xist* regions and at *Gapdh* promoter regions (as a negative control) in PEs at the four-cell stage. We first investigated whether our eChIP method was efficient by examining major satellite repeats that have been identified as H3K9me3-rich regions in preimplantation embryos^23^. Consistent with a previous report, H3K9me3 was highly enriched at major satellite regions (Fig. 4c). The three *Xist* regions were also highly methylated compared with the *Gapdh* promoter region, as follows: 5′-R, 3.7-fold upregulated; XP, 9.8-fold upregulated; RA, 12.1-fold upregulated; (Fig. 4d).

As Fig. 2a showed Xm-*Xist* spontaneous derepression at the morula stage, we next investigated whether H3K9me3 levels at the *Xist* promoter region were low at this stage. eChIP-aPCR analysis revealed that enrichment of H3K9me3 was markedly reduced compared with that at the *Gapdh* promoter region in the four-cell stage (5′-R, 0.83-fold upregulated; XP, 2.85-fold upregulated; RA, 4.8-fold upregulated; Fig. 4e). These results suggested that demethylation at the promoter region was essential for Xm-*Xist* derepression.

We then asked whether *Xist* promoter demethylation was involved in the Xm-*Xist* derepression observed in *Kdm4b*-PEs at the four-cell stage. The H3K9me3 levels at major satellite regions in *Kdm4b*-PEs were significantly reduced compared with those in *Egfp*-PEs (*Kdm4b*-PEs: 9.74% versus *Egfp*-PEs: 24.63%, *P*<0.01, Student’s *t*-tests; Fig. 4f). At three *Xist* regions, the H3K9me3 levels of the promoter region in *Kdm4b*-PEs were significantly reduced, as follows: 5′-R, *Kdm4b*-PEs: 0.84% versus *Egfp*-PEs: 11.48%, *P*<0.05, Student’s *t*-tests; XP, *Kdm4b*-PEs: 3.13% versus *Egfp*-PEs: 16.08%; *P*<0.04, Student’s *t*-tests; and RA, *Kdm4b*-PEs: 20.16% versus *Egfp*-PEs: 29.99%; Fig. 4g. Taken together, these results demonstrated that H3K9me3 at the promoter region protected Xm-*Xist*, preventing RNF12-mediated activation from the four-cell stage. We concluded that silencing of Xm-*Xist* by imprinting to establish iXCI involved H3K9me3.

### Maternal repressive H3K9me3 mark is absent in ES cells

Previous studies have shown that *Xist* is ectopically expressed in embryos cloned from somatic and ES cells^27^,^28^. However, the cause of aberrant *Xist* expression in cloned embryos remains unknown. Given that high H3K9me3 levels at the promoter region in PEs are lost during development (Fig. 4d,e), we investigated whether the maternal repressive H3K9me3 mark was lost in ES cells and whether *Xist* in ES cells was permissive against RNF12 during oocyte-mediated reprogramming.

To test this possibility, we first examined H3K9me3 states at *Xist* regions in various types of male ES cells, using published data^29^,^30^. The levels of H3K9me3 at *Xist* regions containing promoters in TT2 and E14 ES cell lines were low compared with those in positive control regions (Supplementary Fig. 9). ChIP-seq analysis revealed that although ectopic expression of KDM4B in male ES cells induced global H3K9me3 demethylation (Supplementary Fig. 10a–d), it did not alter H3K9me3 levels at *Xist* regions. Moreover, these levels were low compared with those of a known H3K9me3-rich region (Supplementary Fig. 10e)^16^. Furthermore, the expression of *Xist* in cloned embryos was also not affected by ectopic expression of KDM4B (Supplementary Fig. 10f). These results indicated that the maternal repressive H3K9me3 mark was lost.

To establish whether RNF12 is involved in *Xist* activation during oocyte-mediated reprogramming, oocytes treated with si-*Rnf12* were used as recipients for nuclear transfer (Supplementary Fig. 10g). At the four-cell stage, derepression of *Xist* transcription in ES-cloned embryos depended on RNF12 (>50% repression in si-*Rnf12* group; Supplementary Fig. 10h). Taken together, these data indicated that the intrinsic H3K9me3 mark, which was essential for repression of *Xist* by RNF12, was lost during embryo development. This indicated that the primary cause of aberrant *Xist* expression in cloned embryos was involved in loss of intrinsic H3K9me3 at *Xist* regions.

### Effects of iXCI disruption on FEs

The effects of Xm-*Xist* derepression on postimplantation development remain unclear. First, we asked whether ectopic *Kdm4b* expression caused Xm-*Xist* derepression in FEs. *Kdm4b*-FEs developed into blastocysts with high efficiency (>80% of two-cell embryos; Supplementary Table 6). At the 96-h blastocyst stage, *Xist* transcription was derepressed in male *Kdm4b*-FEs, while *Pgk1* and *Plac1* levels were reduced to <13% of those observed in controls (Supplementary Fig. 11a). In female *Kdm4b*-FEs, FISH analysis revealed that there were cells with *Xist* biallelic expression (Supplementary Fig. 11b). Although the expression level was slightly elevated (1.3-fold), X-linked genes were also significantly repressed in female *Kdm4b*-FEs (Supplementary Fig. 11c). These results showed that ectopic Xm-*Xist* derepression caused X-linked gene silencing and elimination of iXCI.

To test the effects of iXCI disruption on postimplantation development, we conducted *in vivo* transplantation experiments. Interestingly, our results demonstrated that XCI on Xm during preimplantation did not affect developmental competence to term (*Kdm4b*-FEs: 63.2% versus *Egfp*-FEs: 53.1%; Supplementary Fig. 11d,e), suggesting that aberrant XCI in preimplantation embryos was restored during postimplantation development, probably through an automatic counting function. These results were consistent with the observation that the developmental competency of embryonic cloned embryos was high, despite the ectopic expression of *Xist* and the occurrence of global XCI (Supplementary Fig. 12)^28^,^31^.

### Loss of XCI impairs the postimplantation development of PEs

It is still unknown whether the embryonic lethality observed immediately after implantation in the majority of PEs (around 70–80%) can be attributed to the loss of dysregulation of X-linked genes or to loss of expression of autosomal paternally imprinted genes. Figure 2 showed that the percentage of *Xist*-positive cells in *Kdm4b*-PEs was significantly higher than that in *Egfp*-PEs. Thus, we reasoned that *Kdm4b*-PEs would be suitable for studying this long-standing question.

We first performed a detailed analysis of Xm-XCI states in *Kdm4b*-PEs using IF against H3K27me3 and CDX2, a marker of the trophectoderm, in combination with *Xist* FISH, at the blastocyst stage. This analysis revealed that *Xist*-positive cells were significantly increased in the trophectoderm of *Kdm4b*-PEs, although the ratio of H3K27me3-positive cells was comparable to that of *Egfp*-PEs (Fig. 5a–c and Supplementary Table 7). However, no significant difference was observed in the inner cell mass between groups (Fig. 5a–c and Supplementary Table 7), indicating that loss of H3K9me3 in the maternal genome led to establishment of Xm-XCI as an imprinted Xp-XCI.

Next, we carried out transcriptome analysis in *Egfp*-PEs, *Kdm4b*-PEs and FEs using microarray. 

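RNA from pools of 5 blastocysts at 120 h was hybridized in one colour to 8 arrays, 3 of *Kdm4b*-PEs (parthenogenetic embryos injected with mRNA of the H3K9me3 demethylase), 3 of *Egfp*-PEs (the injection control) and 2 of IVF embryos, which are the fertilized embryos of this comparison. The authors deposited the scanner software's table for each array, with a background-corrected intensity for each of 59305 non-control spots, which cover 55681 different probes of 60 bases. Each probe is called a transcript here. The intensities were not yet normalized between arrays, and for the values below the log2 intensity of each spot was taken relative to the 75th percentile of its array. Spots that the software marked as non-uniform or as population outliers were left out, and repeated probes were averaged. The paper's methods ask for a raw value above 100 and a flag present in at least 1 of the groups. This was read as a raw value above 100 and detection in every sample of at least 1 group, a stricter reading than detection in any sample, and it kept 17907 transcripts.
The share of spots well above background was 57.8%, 55.3% and 52.6% for *Kdm4b*-PEs replicates 1 to 3, 53.3%, 49.5% and 46.9% for *Egfp*-PEs replicates 1 to 3, and 46.3% and 47.7% for the IVF replicates. All 8 arrays were on 1 slide. The *Kdm4b*-PEs arrays and *Egfp*-PEs replicate 1 occupied 1 column of the slide, and *Egfp*-PEs replicates 2 and 3 and both IVF arrays occupied the other, so column and group were partly confounded. The number of arrays limits the precision of every value.
The single *Kdm4b* transcript on the array, on chromosome 17 of mm9 from 56542216 to 56542275, had a log2 value of -0.07 ± 0.97 (SD, n = 3) in *Kdm4b*-PEs and -0.57 ± 1.33 (SD, n = 3) in *Egfp*-PEs. The difference of 0.50 (standard error 0.81, adjusted p = 0.83 from limma with Benjamini-Hochberg adjustment) was smaller than the spread between replicates. The mRNA was injected into oocytes and the arrays are from 120 h, so this value does not measure the injected mRNA at the early stages. It cannot decide about the labels. Of 4 Y-linked genes examined as a check of the labels, none passed the expression filter. On IVF replicate 2, *Ddx3y* was detected with a raw value of 215.9 and *Eif2s3y* with 42.4, and neither was detected on any PE array. *Uty*, in contrast, was detected on *Egfp*-PEs replicate 3 with a raw value of 139.6 and on no other array.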

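Distances between the 8 arrays were computed as 1 minus the Pearson correlation over the expressed transcripts. The average-linkage tree cut into 3 clusters returned the *Kdm4b*-PEs, the *Egfp*-PEs and the IVF embryos, and cut into 2 clusters it set the IVF embryos apart from both PE groups. The mean silhouette width of the 3 groups, which is 1 for perfectly separate groups and 0 for overlapping ones, was 0.187. No other of the 280 ways to split the arrays into groups of 3, 3 and 2 gave a width as large (exact permutation test, one-sided, p = 0.0036, the smallest the design allows). Within the *Egfp*-PEs, replicate 1, on the same slide column as the *Kdm4b*-PEs, lay 0.100 and 0.0882 from replicates 2 and 3 and 0.105, 0.125 and 0.130 from the *Kdm4b*-PEs replicates. *Egfp*-PEs replicate 3, however, was nearest to *Kdm4b*-PEs replicate 1, at 0.0768, and 0.0837 from *Egfp*-PEs replicate 2. IVF replicate 2 was 0.1015 from *Kdm4b*-PEs replicate 1 and 0.1024 from IVF replicate 1. Single arrays thus did not all lie nearest to their own group. The alternative that moved the width most was an expression filter that asked for detection in at least 1 sample, with a width of 0.0467 and the same p.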

Clustering analysis based on gene expression patterns showed that all three groups could be distinguished clearly from each other (Supplementary Fig. 13a). Comparison of transcripts between *Egfp*-PEs and *Kdm4b*-PEs identified transcripts that were significantly differentially expressed: 671 transcripts were upregulated and 711 transcripts were downregulated (*P*<0.05, Student’s *t*-test and>1.5-fold changes in *Kdm4b*-PEs). 

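With limma fitted to the 6 PE arrays and the thresholds of the paper, 1059 transcripts were upregulated and 1012 were downregulated in *Kdm4b*-PEs among the 17907 expressed transcripts. With Benjamini-Hochberg adjustment in limma, 1 transcript remained at an adjusted p under 0.05, and 2194 transcripts had an unadjusted p under 0.05. Among the normalizations, filters and tests tried, leaving out the expression filter moved the counts most, with 2012 upregulated and 2305 downregulated transcripts. An unmoderated equal-variance test for each transcript, the kind of test the paper names, gave 728 and 690. No pairing of the arrays by replicate number was detected over the expressed transcripts. Deviations from the group means had a mean correlation of -0.012 between arrays with the same number and 0.0063 between arrays with different numbers. With the replicate number as a replicate block, 935 transcripts were upregulated and 959 were downregulated, and none had an adjusted p under 0.05.
Among transcripts past the thresholds with all 3 *Kdm4b*-PEs values on one side of all 3 *Egfp*-PEs values, the largest rises were those of *Mansc1* (5.56 on the log2 scale, standard error 1.27), *Ercc6* (5.55, 0.75), *Meis2* (5.29, 0.47), *Slc38a4* (4.79, 1.22) and *Akap5* (4.76, 1.20). The largest falls were a chromosome 13 non-coding transcript, which fell by 6.70 (standard error 0.85), *Gata1*, which fell by 6.32 (0.30), *Saa3*, which fell by 6.20 (0.68), *H2-Q1*, which fell by 6.07 (1.27), and *Magea5*, which fell by 5.83 (0.66). Of these 10, *Gata1* on the X chromosome was the 1 with an adjusted p under 0.05 (adjusted p = 0.020 from limma). Several of the 10 were near background in 1 PE group, so their sizes are not exact folds. In *Egfp*-PEs the means of *Mansc1*, *Ercc6* and *Meis2* were -5.5, -5.4 and -5.4. With a normexp background correction these 3 rose by 2.49, 2.49 and 2.20, and *Slc38a4* rose by 1.98. The changes of *Gata1* and *Saa3* were then -3.92 and -2.78, and all 10 kept their direction. *Egfp*-PEs replicate 1 and the *Kdm4b*-PEs arrays shared a slide column, and no *Kdm4b*-PEs array was in the other column, so the counts could not be recomputed within the second column.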

Chromosome distribution analysis showed that upregulated transcripts in *Kdm4b*-PEs were distributed across various chromosomes (2.33–7.23%; Supplementary Fig. 13b). However, downregulated transcripts in *Kdm4b*-PEs were mostly concentrated on the X chromosome, which particularly involved the *Xlr* and *Magea* families (10.26%; Supplementary Fig. 13c–e).

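Of the expressed autosomal transcripts, 5.98% were upregulated in *Kdm4b*-PEs. By chromosome the percentage ranged from 4.28% on chromosome 17, with 41 of 957 transcripts, to 8.66% on chromosome 12, with 60 of 693 transcripts. On the X chromosome 27 of 724 expressed transcripts were upregulated, or 3.73%, which was below the autosomal percentage (Fisher's exact test, two-sided, p = 0.0097). With the replicate number as a block the X-linked percentage was 4.83% (Fisher's exact test, p = 0.73), and the difference from the autosomes was no longer detectable.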

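Of the 724 expressed X-linked transcripts, 14.8% were downregulated in *Kdm4b*-PEs, against 5.29% of the autosomal transcripts (Fisher's exact test, two-sided, p = 3.06e-20; transcripts of one chromosome are not independent replicates). The highest autosomal percentage was 7.37%, on chromosome 8. The X-linked percentage was 13.7% with the replicate number as a block, 13.3% without the *Xlr* and *Magea* families, and 7.65% without an expression filter, each above the autosomes (Fisher's exact test). With the unmoderated equal-variance test, the kind of test the paper names, it was 9.9%, against 3.6% of the autosomal transcripts. The higher main percentage thus depends on the choice of test.
A measure without a threshold was the median of the X-linked transcripts minus that of the autosomal transcripts on each array, relative to the mean of the 6 PE arrays. It was -0.091 ± 0.047 (SD, n = 3) in *Kdm4b*-PEs and 0.105 ± 0.020 (SD, n = 3) in *Egfp*-PEs on the log2 scale, a difference of -0.20 (exact permutation test, two-sided, p = 0.10, the smallest that 3 arrays against 3 allow). *Egfp*-PEs replicate 1, on the slide column of the *Kdm4b*-PEs, was at 0.126, and replicates 2 and 3 on the other column were at 0.105 and 0.0857.
Over the 10 *Xlr* and *Magea* genes of Supplementary Fig. 13e, with 1 transcript per gene, the mean log2 value was -0.42 ± 0.98 (SD, n = 3) in *Kdm4b*-PEs and 2.84 ± 0.44 (SD, n = 3) in *Egfp*-PEs, a difference of -3.26 (exact permutation test, two-sided, p = 0.10). The paper names these families for their downregulated transcripts on the same arrays, so the direction follows from the choice of genes and the test is not an independent one. The IVF embryos, with 2 arrays, had a mean of 3.13. These are multicopy families, so transcripts of one family could share signal.

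**Figure D1:**
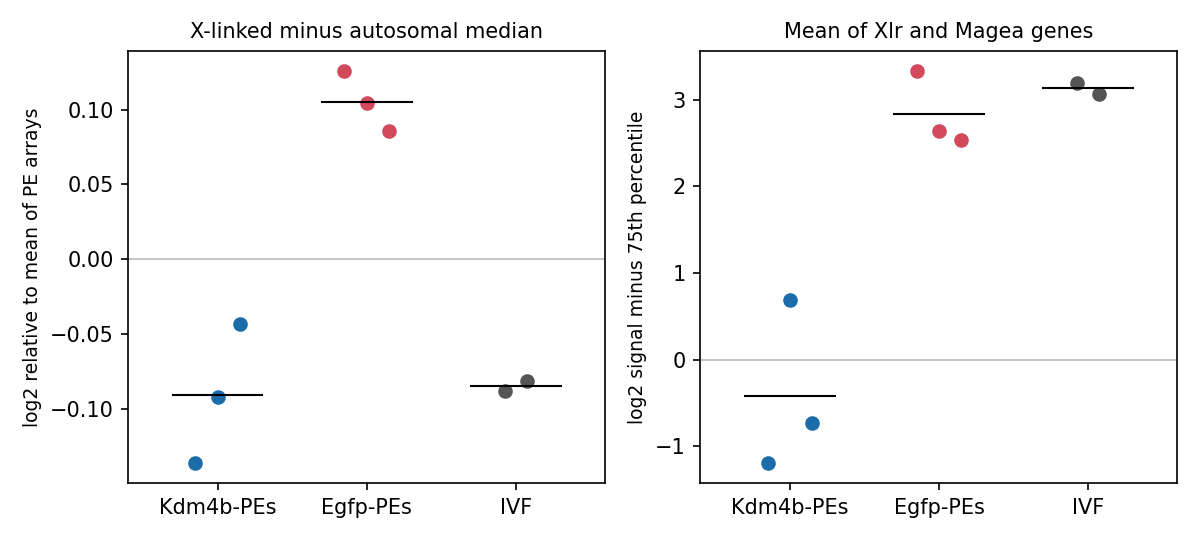
Each point is 1 array and each horizontal line a group mean, for *Kdm4b*-PEs, *Egfp*-PEs and IVF embryos. The left panel shows the X-linked minus the autosomal median (log2, relative to the mean of the PE arrays) and the right panel the mean of the 10 *Xlr* and *Magea* genes (log2 signal relative to the 75th percentile of the array). In both panels the 3 *Kdm4b*-PEs arrays lie below the 3 *Egfp*-PEs arrays.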

Comparison of the imprinted genes between *Egfp*- and *Kdm4b*-PEs revealed that only six genes were significantly differentially expressed (paternally expressed genes: *Impact* and *Fthl17*; maternally expressed genes: *Gnas*, *H13*, *Xlr3b* and *Xlr4b*; Fig. 5d). 

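The imprinted genes were taken from a list of 81 genes written before the data were examined, since the text of the paper names no full list, and 37 of them had an expressed transcript. With the thresholds of the paper, 10 had a changed transcript in limma. *Impact*, paternally expressed, rose by 1.21 on the log2 scale (standard error 0.32, adjusted p = 0.27 from limma). *Fthl17*, paternally expressed and X-linked, is a family of several similar transcripts on the array, and the brightest of them fell by 2.15 (standard error 0.52, adjusted p = 0.25 from limma). Among maternally expressed genes, *Gnas* fell by 1.61 (standard error 0.41) and *H13* fell by 1.23 (0.29), while *Xlr3b* fell by 3.23 (0.48) and *Xlr4b* fell by 2.08 (0.55). *Airn* and *Slc38a4*, paternally expressed, and *Meg3* and *Ppp1r9a*, maternally expressed, were the remaining 4. *Slc38a4* rose by 4.79 (standard error 1.22), or by 1.98 with a normexp background correction, and was not detected on any *Egfp*-PEs array. Its raw values were 629.9, 214.2 and 20.32 in *Kdm4b*-PEs and 8442 and 9842 in IVF embryos. Its log2 difference between *Kdm4b*-PEs and IVF embryos was -6.04 (adjusted p = 0.19 from limma). A gene counted here when any of its expressed transcripts passed. For *Airn* 1 of 3 transcripts did, with a log2 change of 4.22 (standard error 1.45), and the other two changed by -0.21 and 0.15. By the highest-mean transcript of each gene 9 genes passed, without *Airn*. No imprinted gene had an adjusted p under 0.05. With the unmoderated equal-variance test 8 genes passed, without *Airn* and *Meg3*, and with the replicate number as a block 9 passed. When all transcripts of each gene were averaged, expressed or not, *Impact* fell by 0.54 and *H13* fell by 0.33, and neither passed the thresholds. For *Impact* this average included a transcript that did not pass the expression filter.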

Clustering analysis based on the expression of imprinted genes showed that the expression levels in *Kdm4b*-PEs were similar to those in *Egfp*-PEs rather than to those of biparental embryos (Fig. 5d). Thus, H3K9me3 demethylation does not result in restoration of expression states in paternally expressed genes.

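Over the 37 imprinted genes with an expressed transcript, the distance of the *Kdm4b*-PEs arrays to the IVF embryos exceeded their distance to the *Egfp*-PEs by 0.165 ± 0.179 (SD, n = 3 *Kdm4b*-PEs arrays), with distance as 1 minus the Pearson correlation. The mean excess was smaller than the spread between the arrays. *Kdm4b*-PEs replicate 3 was 0.130, 0.216 and 0.0827 from the *Egfp*-PEs replicates and 0.550 and 0.479 from the IVF replicates. *Kdm4b*-PEs replicate 1 was 0.186, 0.351 and 0.195 from the *Egfp*-PEs and 0.329 and 0.261 from the IVF replicates. For *Kdm4b*-PEs replicate 2 the distances were 0.228, 0.308 and 0.219 to the *Egfp*-PEs and 0.380 and 0.268 to the IVF replicates. Each of the 3 arrays was on average nearer to the *Egfp*-PEs, replicate 3 by the most. In the average-linkage tree cut into 2 clusters the IVF embryos stood apart from all PE arrays. Cut into 3, *Kdm4b*-PEs replicate 3 joined the *Egfp*-PEs and replicates 1 and 2 formed a cluster. Without the X-linked genes of the list the excess was 0.178. Leaving out 1 array moved it between 0.062, without *Kdm4b*-PEs replicate 3, and 0.231, without *Kdm4b*-PEs replicate 1. It was 0.084 with detection in at least 1 sample and 0.032 without an expression filter.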

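Across the 16 paternally expressed genes with an expressed transcript, the median log2 value relative to the mean of all arrays was -0.13 ± 0.44 (SD, n = 3) in *Kdm4b*-PEs, -0.54 ± 0.38 (SD, n = 3) in *Egfp*-PEs and 1.44 ± 0.80 (SD, n = 2) in IVF embryos. *Kdm4b*-PEs and *Egfp*-PEs differed by 0.41 (exact permutation test, two-sided, p = 0.40), which was no larger than the SD of *Kdm4b*-PEs when the arrays were taken as unpaired. Leaving out 1 array moved this difference between 0.072, without *Egfp*-PEs replicate 3, and 0.60, without *Kdm4b*-PEs replicate 3. Without an expression filter it was 0.088. Taken as pairs of the same replicate number, a replicate block chosen after seeing the data, the differences were 0.26, 0.59 and 0.37, all positive, with a mean of 0.41 ± 0.17 (SD, n = 3 pairs; exact sign-flip permutation test, two-sided, p = 0.25, the smallest that 3 pairs allow). *Kdm4b*-PEs lay below the IVF embryos by a difference of -1.57 (exact permutation test, two-sided, p = 0.10, the smallest that 3 arrays against 2 allow). A median over 16 genes does not show single genes. Between the PE groups *Slc38a4* and *Impact* rose past the thresholds of the paper, as did 1 of 3 *Airn* transcripts, while *Fthl17* fell past them. From the profiles of the imprinted genes, the paper concludes that demethylation of H3K9me3 did not restore the paternally expressed genes.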

We conducted *in vivo* transplantation experiments using *Kdm4b*-PEs. Surprisingly, at E6.5, the developmental rates of *Kdm4b*-PEs were markedly increased compared with those of *Egfp*-PEs (*Kdm4b*-PEs: 90% versus *Egfp*-PEs: 35%; *P*<0.001, Fisher’s exact test; Fig. 5e,f). At E9.5, although the stages of the recovered embryos varied, *Kdm4b*-PEs retained a significantly higher developmental ability compared with controls (*Kdm4b*-PEs: 64.3% versus *Egfp*-PEs: 31.9%; *P*<0.002, Fisher’s exact test; Fig. 5e,f).

However, we did not rule out the possibility that the significant improvement in *Kdm4b*-PE development resulted from restoration of the expression levels of some imprinted genes. To determine whether the improvement in developmental competency could be attributed to the gain of XCI, we constructed *Kdm4b*+si-*Rnf12*-PEs. In *Kdm4b*-PEs with si-*Rnf12* at the blastocyst stage, *Xist* expression analysis by FISH revealed that *Xist* cloud signals in control *Kdm4b*-PEs were present in 51.9% of cells, while those in *Rnf12*-knockdown *Kdm4b*-PEs were present in only 10% of cells, and most of the signals were pinpoint rather than cloud (Fig. 5g,h and Supplementary Table 8).

qPCR analysis showed that although *Xist* signals were significantly reduced in *Kdm4b*-PEs with si-*Rnf12* (12.5% of the control on average), the expression levels of *Impact*, *H13* and *Gnas*, which are expressed in response to ectopic *Kdm4b* expression (Fig. 5d), did not change when compared with those of controls (Fig. 5i). We further demonstrated that RNF12 depletion did not affect *Tsix* and *Sfmbt2* expression levels in *Kdm4b*-PEs (Fig. 5i). These results clearly indicated that RNF12 depletion led to *Xist* downregulation in *Kdm4b*-PEs, without altering the features of PEs.

Finally, *in vivo* transplantation experiments demonstrated that *Xist* repression by RNF12 depletion significantly inhibited developmental competency at E6.5 in *Kdm4b*-PEs (*Kdm4b*+si-control: 84.2% versus *Kdm4b*+si-*Rnf12*: 23.5%; *P*<0.0006, Fisher’s exact test; Fig. 5j,k). Taken together, these results demonstrated that the developmental defects seen in PEs immediately after implantation could be attributed to the lack of XCI, but not to loss of expression of paternally expressed genes.

## Discussion

In this study, we demonstrated that maternal imprinting of Xm, which protected against *Xist* activation by RNF12 in the preimplantation stages, was mediated by H3K9me3.

Xm-*Xist* imprints are established during oogenesis and autosomal imprinting also occur in the phases^6^,^10^. In many imprinted genes, DNA methylation at the promoter regions is the primary regulator and H3K9me3 modifications overlap with these regions^32^. However, it is not clear why Xm-*Xist* regions are targeted by H3K9me3, but not by DNA methylation. One of the possibilities is that during primordial germ cell development, *Xist* must be silenced to activate the inactivated allele before inducing the expression of *Dnmt3a*/*3l*, which encodes a *de novo* DNA methyltransferase that is activated during oogenesis^33^. Consistent with this concept, *Xist* repression begins in primordial germ cells at E10.5 (ref. 34). Thus, comparison of H3K9me3 states at promoter regions in non-growing oocytes with those in growing oocytes will greatly facilitate understanding of the molecular mechanisms of iXCI.

We found that *Kdm4b*-, *Egfp*+TSA- and *Kdm4b*+TSA-PEs did not show complete XCI at the blastocyst stage as compared with female FEs. These results suggested that other repressive marks were imposed on Xm to silence Xm-*Xist* expression. Alternatively, removal of H3K9me3 may be incomplete because demethylation at RA regions was mild (Fig. 4g). However, it is not clear why RA regions show resistance against demethylation by KDM4B. As suggested in a previous study, this mechanism may be related to the three-dimensional structure of the A-repeat, which has been reported to constitute stable regions in the *Xist* transcript^35^. Further studies using ChIP-seq and/or chromatin-conformation capture sequencing technologies in preimplantation embryos are required for comprehensive understanding of *Xist* regulation.

In ES cells, RNF12 induces *Xist* expression through degradation of REX1, which is required for suppression of *Tsix*^36^. Interestingly, we did not detect *Tsix* expression from the morula to the blastocyst stages in *in vitro*-fertilized (IVF) embryos, implying that the molecular mechanism of RNF12-mediated *Xist* activation differs between imprinted and randomly induced XCI. It is not known whether the role of RNF12 in *Xist* activation during the preimplantation stages was direct or indirect. Recent RNF12 studies reported the specific binding of RNF12 to *Smad7* in mouse ES cells^37^, suggesting that signalling via transforming growth factor-β family members may be associated with imprinted *Xist* activation.

In this study, we revealed the molecular mechanisms underlying imprinting of XCI and demonstrated the role of XCI in various types of embryo development in mice. Recent studies using somatic- and ES-cloned embryos revealed that aberrant *Xist* reprogramming is a major cause of developmental failure in cloned embryos^27^,^28^. We found that RNF12 was highly expressed in oocytes compared with somatic and ES cells (>80-fold). Moreover, we showed that H3K9me3 levels at *Xist* promoter regions were low in ES cells and that *Xist* expression in ES-cloned embryos depended on RNF12. These data provided the first evidence that RNF12 inhibited developmental reprogramming. Therefore, the use of RNF12-depleted oocytes as recipient cells would improve cloning efficiency. However, *Xist* activation in cloned embryos may be induced by factors other than RNF12, as supported by the observation that *Xist* was still expressed at ~40% of control levels, even after marked depletion of RNF12. Consistent with this notion, a recent study has demonstrated that RNF12 is dispensable for random XCI *in vivo*^38^.

Xm-*Xist* derepression from the four-cell stage could rescue developmental defects in PEs. This finding demonstrated that the primary cause of developmental failure immediately after implantation was a lack of XCI, but not a lack of expression of paternally imprinted genes. We also tested whether *Kdm4b*-PEs could extend development; however, we did not observe extended *Kdm4b*-PE development after E9.5, implying that expression of paternally imprinted genes is required for subsequent development in PEs^11^,^12^.

Our data resolved several long-standing unanswered questions about XCI during preimplantation in various types of embryos (Supplementary Fig. 14). Moreover, given that injection of *Kdm4b* mRNA into PEs improved their developmental ability, genetic mutation leading to embryonic lethality could be rescued by transient expression of epigenomic modifiers during preimplantation phases.

## Methods

### Embryo manipulations

All mice were maintained and used in accordance with the Guidelines for the Care and Use of Laboratory Animals of the Japanese Association for Laboratory Animal Science and the National Research Institute for Child Health and Development (NRICHD) of Japan. All animal experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee of the NRICHD (Permit Number: A2006-009).

Adult female B6D2F1 mice were purchased from Clea Japan (Tokyo, Japan) and oocytes were collected following standard methods^27^. PEs were generated using Ca-free M16 medium containing 8 mM SrCl_2_ and Cytochalasin B (5 μg ml^−1^) (Sigma-Aldrich, St Louis, MO, USA), and cultured KSOM (EMD Millipore, Darmstadt, Germany). Injection experiments (mRNA, short interfering RNA (siRNA) and nuclear transfer) were conducted using a Prime Tech Piezo drive (Sutter Instrument Company, Novato, CA, USA). To produce cloned embryos, nuclear-transferred oocytes were parthenogentically activated. Manipulated embryos were cultured to the developmental stages, as follows: 4-cell, 48 h; morula, 72 h; and blastocyst, 96 and 120 h after parthenogenetic activation or ICSI, respectively. All embryos were cultured at 37 °C in KSOM in an atmosphere containing 5% CO_2_. In the TSA experiment, the embryos were cultured for 24 h in activation and culture media containing 50 nM TSA (Sigma-Aldrich). IVF fertilization and nuclear transfer were performed following published procedures^27^. To determine the effects of ectopic KDM4B expression on *Xist* expression in cloned embryos, doxycycline was added to ES cell culture and KSOM medium to a final concentration of 2 μg ml^−1^. Pseudopregnant ICR mice (Clea Japan) were used as embryo recipients. At E6.5, E9.5 and E18.5, the embryos were recovered from the uterus.

### *In vitro* mRNA synthesis

The coding region of *Kdm3a* was amplified from mouse testis complementary DNA using PCR with KOD-Plus-Neo DNA polymerase (Toyobo, Osaka, Japan). Forward and reverse primers contained T7 promoter and poly(T)_120_ sequences, respectively. A step-down PCR amplification method was used, following the manufacturer’s instructions (Toyobo). Poly(A)-containing PCR products were subjected to *in vitro* transcription using a mMESSAGE mMACHINE T7 ULTRA Kit (Life Technologies, Carlsbad, CA, USA), following the manufacturer’s instructions. To generate a *Kdm4b* DNA template for *in vitro* transcription, pCMV-SPORT6 containing the full-length *Kdm4b* mRNA was used as the PCR template (DNAFORM, Kanagawa, Japan, Clone ID 3490671). *Egfp* cDNA was cloned using the pGEM-T Easy Vector System (Promega, Madison, WI, USA) and transcribed *in vitro* using the mMESSAGE mMACHINE T7 ULTRA Kit (Life Technologies) following the manufacturer’s instructions. The concentrations of the mRNAs were adjusted to 150 ng ml^−1^ (*Egfp*), 550 ng ml^−1^ (*Kdm3a*), or 450 ng ml^−1^ (*Kdm4b*) to maintain a constant number of injected mRNA molecules. The primer sequences used for generating the templates for *in vitro* transcription are shown in Supplementary Table 9.

### *Rnf12* knockdown

siRNA targeting *Rnf12* (si-Rnf12 sense 5′-GAAGUCAAAUGGAUCGCUUTT-3′ A and antisense 5′-AAAGCGAUCCAUUUGACUUCTG-3′ GC, and the negative control siRNA (si-control: 4390846) were purchased from Life Technologies. The final concentration of each siRNA was 50 ng ml^−1^. The siRNA was injected into MII oocytes using the Piezo drive and then incubated for 6–7 h in KSOM medium at 37 °C in an atmosphere containing 5% CO_2_ before mRNA injection. For the NT experiment using *Rnf12*-knockdown oocytes, oocytes were incubated for 5–6 h after siRNA injection, and NT was then conducted and activated as described above.

### Immunofluorescence

Oocytes injected with mRNAs were subjected to ICSI. After 10–11 h, the zygotes were fixed with 2% paraformaldehyde (PFA) in PBS containing 0.1% polyvinyl alcohol (PBS-PVA) for 15 min at room temperature (RT). Zygotes were then permeabilized using 0.2% Triton X-100 in PBS-PVA for 15 min at RT and blocked in 1% BSA in PBS-PVA for 1 h at RT. The primary antibodies used in the assay were as follows: anti-H3K9me3 (ab8898, 1:500 dilution, Abcam, Cambridge, UK), anti-H3K9me2 (ab1220, 1:500, Abcam) and anti-H3K27me3 (07-449, 1:150, EMD Millipore). The primary antibodies were diluted with blocking solution (PBS-PVA containing 1% BSA) and the embryos were incubated overnight at 4 °C. After washing in blocking solution, the embryos were incubated for 1 h at RT with Alexa Flour 634- or 546-conjugated anti-mouse or anti-rabbit IgG secondary antibodies (1:500, Life Technologies). After the embryos were washed, the nuclei were stained with 1 μg ml^−1^ 4′,6-diamidino-2-phenylindole and the embryos were placed on a glass slide and observed with a LSM510 laser scanning confocal microscope (Carl Zeiss, Oberkochen, Germany). Signal intensities of maternal and paternal pronuclei were calculated using NIH ImageJ software ( http://rsb.info.nih.gov/ij/).

In *Rnf12-*knockdown experiments, one-cell and four-cell PEs were fixed at 10–11 h (18–19 h after siRNA injection) and 48 h after activation, respectively. Anti-RNF12 (1:500, Abnova, Taipei, Taiwan) and Alexa Fluor 488-conjugated anti-mouse IgG antibodies (1:500, Life Technologies) were used as the primary and secondary antibodies, respectively. *Rnf12-*knockdown and negative-control PEs were observed under the same conditions, to assess knockdown efficiency. Signal intensities were calculated using ImageJ software.

### Fluorescent *in situ* hybridization

The zona pellucida of embryos was removed using acid Tyrode solution (Sigma-Aldrich) and then fixed and permeabilized with 2% PFA-PVA containing 0.25% Triton X-100 for 10 min on ice. The samples were placed on glass slides, evaporated to dryness, dehydrated sequentially in 70 and 100% ethanol and then air-dried. Hybridization buffer containing an *Xis*t probe (provided by T. Sado) was prepared using a Nick Translation Kit (Abbott, Abbott Park, IL, USA) and Cy3-dUTP (GE Healthcare Life Sciences, Fairfield, CT, USA) and was then applied to the slides. The slides were then incubated and washed as previously described^26^. Fluorescence was visualized using the LSM510.

### IF combined with FISH

The zona pellucida of embryos was removed using acid Tyrode solution (Sigma-Aldrich) and fixed with 2% PFA-PVA for 15 min at RT in four-well dishes. The fixed samples were permeabilized with 0.5% Triton X-100 in PBS-PVA for 20 min on ice. After washing with PBS-PVA, the samples were blocked in 1% BSA-PBS-PVA containing 1.3 U ml^−1^ RNaseOUT (Life Technologies) for 30 min at RT. After washing, the embryos were incubated with primary antibodies (anti-CDX2 (BioGenex, San Ramon, CA, USA), diluted 1:30 and anti-H3K27me3 diluted 1:150 in blocking buffer containing 1.3 U ml^−1^ RNaseOUT) for 1 h at RT. Secondary antibody reactions were performed as described above. The samples were placed on glass slides, evaporated to dryness, dehydrated sequentially in 70 and 100% ethanol and air dried. The samples were then analysed by FISH according to the procedures described above.

### Analysis of IF combined with FISH data

*Xist* cloud signals detected in three-dimensional images using *Z*-sections of the LSM Image Browser (Carl Zeiss) were judged as positive. Only cells that did not overlap at interphase were used in the analysis. Biallelic expression was defined as cells with two *Xist* cloud spots. Statistical analysis was performed using Fisher’s exact test.

### Gene expression analysis

Total RNA was extracted using an RNeasy Micro Kit (Qiagen, Venlo, The Netherlands) and treated with DNase following the manufacturer’s instructions. mRNAs were reverse transcribed using an oligo(dT) primer and SuperScriptIII Reverse Transcriptase (Life Technologies). For quantitative gene expression analysis with high specificity, TaqMan probes (Life Technologies) were used in all assays. In four-cell stage embryos, *Xist* was assayed in triplicate and only the samples that were detected in two or three replicates were judged as positive. In morulae and blastocysts, expression of target genes was assayed in duplicate. *Gapdh* was used as the internal control in the four-cell-stage assays and *Rnf12* was used in the time-lapse assays. *Gapdh* and *Actb* (encoding β-actin) were used as internal controls at the morula and blastocyst stages. For normalization of qPCR analysis (Fig. 2b,g), the expression levels of all embryos were normalized to the average expression levels of *Egfp*-PEs. The TaqMan probes and primer sets used in this study are shown in Supplementary Table 8.

### Generation of *Kdm4b*-inducible ES cell lines and ES cell culture

The XhoI- and ClaI-linearized pGEM-IRES-EGFP plasmids were inserted into the cognate sites of pPB-CAG-EBNX (provided by A. Bradley) to generate pPB-CAG-IRES-EGFP. A Tet3G fragment with BglII and XhoI cleavage sites was amplified from a pEF1a-Tet3G template (Clontech Laboratories, Mountain View, CA, USA) using PCR and inserted into pPB-CAG-IRES-EGFP, generating the vector pPB-CAG-Tet3G-IRES-EGFP. The XhoI and BamHI cleavage sites in pPB-UbC (provided by A. Bradley) were replaced with the p-TRE3G multiple cloning sites (Clontech). The *Kdm4b* coding sequence, with terminal ClaI and BamHI cleavage sites, was amplified by PCR and inserted into the corresponding sites of pPB-TRE3G, yielding pPB-TRE-Kdm4b.

The NCH.4.6 male mouse ES cell line (C57B6/N × C57B6/N), which had a normal karyotype, was electroporated with pPB-TRE-Kdm4b, pPB-CAG-Tet3G-IRES-EGFP and pCMV-hyPBase (provided by A. Bradley). All ES cells used in this study were cultured in knockout DMEM (Life Technologies) containing recombinant human leukemia inhibitory factor culture supernatant for mouse ES cell culture (Wako Pure Chemical Industries, Ltd, Osaka, Japan), as well as GlutaMAX, 2-mercaptoethanol, non-essential amino acids and 15% KSR (all from Life Technologies). Doxycycline (2 μg ml^−1^; Sigma-Aldrich) was added to ES cell culture medium to induce ectopic KDM4B expression.

### Western blotting

Cells were extracted using a stock lysis buffer containing 1 M Tris–HCl, 5 M NaCl, 10% Triton-X and protease inhibitors, and were subjected to e-PAGEL (ATTO, Amherst, NY, USA) electrophoresis. The membranes were washed in TBS containing 0.1% Tween 20 (TBS-T) and blocked in 5% skim milk in TBS-T for 1 h. The membranes were incubated with anti-KDM4B antibodies (1:500 dilution; Active Motif, Carlsbad, CA, USA) overnight at 4 °C, washed and incubated with a rabbit horseradish peroxidase-conjugated secondary antibody (1:5,000 dilution; Sigma-Aldrich) for 1 h at RT. Immunoblottings were visualized using SuperSignal chemiluminescent substrate (Thermo Scientific, Waltham, MA, USA) and an ImageQuant LAS4000 system (GE Healthcare). After capturing the images, the membranes were washed with WB Stripping Buffer (Nacalai Tesque, Kyoto, Japan) for 10 min, washed with TBS-T and incubated with an anti-β-actin antibody conjugated to fluorescein isothiocyanate (1:2,000 dilution; Sigma-Aldrich) for 1 h at RT.

### ChIP analysis of K4B-ES cells

Trypsinized feeder-free ES cells (2 × 10^7^) were collected and fixed with 1% formaldehyde. The cells were resuspended in SDS lysis buffer (ChIP Reagent, Nippon Gene Co., Ltd.) and the lysate was sonicated to fragment chromatin using a S220 Focused-ultrasonicator (Covaris, Woburn, MA, USA). The chromatin was purified by centrifugation and immunoprecipitated with Protein A-beads (Veritas Life Sciences, Ribeirão Preto, Brazil) conjugated to anti-H3K9me3 antibodies (Abcam: ab8898) or rabbit IgG (Abcam: ab37415) in Buffer A with protease inhibitor (LowCell ChIP kit, Diagenode, Denville, NJ, USA) overnight at 4 °C. The chromatin beads were washed with Buffers A and C (LowCell ChIP kit). After washing, the chromatin beads were incubated in ChIP direct elution buffer (ChIP Reagent) for 6 h at 65 °C, following incubation with 2 μl proteinase K (20 mg0 ml^−1^) for 2 h at 55 °C. The DNA immunoprecipitated from the supernatant was purified using Agencourt AMPure XP beads (Beckman Coulter, Inc., Pasadena, CA, USA) according to the manufacturer’s instructions.

### ChIP combined with deep sequencing

ChIP-Seq libraries were prepared using the NEBNext ChIP-Seq Library Prep Master Mix Set and Multiplex Oligos from Illumina (New England BioLabs Inc., Ipswich, MA, USA) according to the manufacturer’s instructions. Ten nanograms of ChIP or input DNA was subjected to end repair, dA-tailing and adaptor ligation, and amplified using nine cycles of PCR. The final library size was checked using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). After the concentration of each library was determined using qPCR with a KAPA Library Quantification Kit-Illumina/Universal system (KK4824, Kapa Biosystems, Wilmington, MA, USA), the libraries were sequenced using the HiSeq 1000 sequencing system (Illumina, San Diego, CA, USA) to generate 100 bp × 2 paired-end data.

### ChIP-seq data analysis

Reads from each sample were first trimmed by removing adapter sequences and low-quality bases at ends using Trimmomatic 0.22 ( http://www.usadellab.org/cms/index.php?page=trimmomatic). Approximately 115 million reads for each of the ChIP and input libraries were aligned to the mouse reference genome (mm10: http://genome.ucsc.edu/cgi-bin/hgGateway) using the Burrows-Wheeler Aligner 0.6.2. Uniquely mapped reads were selected using a custom script, converted from SAM to BAM format using SAMtools 0.1.18 and processed using Picard 1.83 to mark PCR duplicates. Reads with a mapping quality of <20 were removed using SAMtools 0.1.18. The resulting BAM files (a pair of files for ChIP and input libraries) were visualized using the Integrative Genomics Viewer ( http://www.broadinstitute.org/igv/) and subjected to peak detection using the MACS algorithm implemented in Avadis NGS software (Agilent). In scatter plot analysis using 1 and 15 K4B-ES cell lines, the numbers of mapped reads were counted for 10,000-bp windows (with a sliding size of 5,000 bp). To adjust for differences in total amount of reads, the number of mapped reads in each window was transformed into reads per million format. Calculation methods are available on request.

### ChIP-qPCR analysis of sperm

Sperm were obtained from BDF1 mice aged 9–12 weeks. Preparation of sperm chromatin was performed according to published protocols with modifications^39^,^40^. For each native ChIP experiment, 5 × 10^7^ sperm were used. Sperm were washed twice with PBS. The pellet was suspended in PBS containing 0.5% Triton-X, 10 mM dithiothreitol (DTT) and protease inhibitor (Diagenode), and incubated on ice for 1.5 h. After washing with PBS, pelleted sperm nuclei were suspended in 400 μl PBS containing 1 mM CaCl_2_ and 1 mM DTT, and incubated for 5 min at 37 °C. After incubation, 1 μl (2 × 10^6^ gel units per ml) micrococcal nuclease (New England BioLabs) was added to the nuclei, which were then incubated for 5 min at 37 °C. EDTA was added to a concentration of 0.5 mM and solubilized chromatin was clarified by centrifugation for 15 min at 15,000 r.p.m. at 4 °C. The pellets were suspended in PBS containing CaCl_2_ and DTT (at the same concentrations as used above), and treated again with micrococcal nuclease. To examine whether H3K9me3-modified nucleosomes were present in sperm chromatin, soluble (chromatin) and insoluble (pellet) fractions were subjected to western blotting using anti-H3K9me3 antibodies (ab8898; 1:1,000), as described above.

Chromatin was incubated with Protein A beads conjugated to anti-H3K9me3 antibodies (ab8898) or rabbit IgG (ab37415) overnight at 4 °C in ChIP buffer (40 mM Tris–HCl, pH 7.5, 1 M NaCl and 10 mM EDTA). Pelleted beads were washed twice with Buffer 1 (50 mM Tris–HCl, pH 7.5, 500 mM NaCl and 10 mM EDTA) and Buffer 2 (50 mM Tris-HCL, pH 7.5, 300 mM NaCl and 10 mM EDTA). The pelleted beads were suspended in ChIP direct elution buffer and incubated with proteinase K for 2 h at 37 °C. The immunoprecipitated DNA was then purified using Agencourt AMpure XP beads.

ChIP-qPCR analysis was performed according to published methods using SYBR Green^39^. The sequences of each primer set are listed in Supplementary Table 9.

### eChIP-quantitative qPCR

The zona pellucidae of the embryos were removed by acid Tyrode’s solution and washed in PBS containing 0.1% PVA. The embryos were suspended in PBS containing 0.5% Triton-X, 0.5 mM DTT and protease inhibitor, and incubated on ice for 30 min. After incubation, 1 mM CaCl_2_ was added to the buffer and samples were incubated for 5 min at 37 °C. After incubation, 0.5 μl (2 × 10^6^ gel units per ml) micrococcal nuclease (New England BioLabs) was added to the nuclei, which were then incubated for 5 min at 37 °C. EDTA was added to a concentration of 0.5 mM and solubilized chromatin was clarified by centrifugation at 15,000 r.p.m. for 15 min at 4 °C. The same procedures were repeated one more time. Chromatin was incubated with Protein A beads conjugated to anti-H3K9me3 antibodies (ab8898) or rabbit IgG (ab37415), prepared as described above, overnight at 4 °C in ChIP buffer (40 mM Tris–HCL, pH 7.5, 1 M NaCl and 10 mM EDTA). Pelleted beads were washed twice with Buffer 1 (50 mM Tris–HCL, pH 7.5, 500 mM NaCl and 10 mM EDTA) and then with Buffer 2 (50 mM Tris–HCL, pH 7.5, 300 mM NaCl and 10 mM EDTA). The pelleted beads were then suspended in ChIP direct elution buffer and incubated with proteinase K for 2 h at 55 °C. The immunoprecipitated DNA was then purified using Agencourt AMpure XP beads.

Eluted DNA (20 μl) was divided into two aliquots; one (4 μl) was used for a SYBR Green assay targeting a major satellite and the other (16 μl) was subjected to pre-amplification using a Single Cell-to-CT kit (Ambion, Austin, TX, USA) according to the manufacturer’s instructions. The number of PCR cycles at the pre-amplification step was 20. The primer and probe sequences used are shown in Supplementary Table 9.

### Microarray analysis

Five *Egfp*-PE, *Kdm4b*-PE and IVF blastocysts (120 h) were lysed using ISOGEN (Nippongene) and RNA was extracted by phenol–chloroform and isopropanol precipitation. cDNA was synthesized using the Ovation RNA Amplification System V2 kit (NuGEN, West Cumbria, UK) and hybridized with SurePrint G3 Mouse GE 8x60K Microarray (Agilent Technologies). Analysis was conducted using GeneSpringV12.5 (Agilent Technologies). Transcripts were considered to be expressed if raw values were >100 and a flag was present in at least one of the groups.

## Author contributions

A.F., K.E. and H.A. conceived and designed the study. A.F. performed the experiments and analysis of embryo manipulation, IF, FISH, qPCR, ChIP, cultured ES cells, vector construction and microarray analysis, and developed the eChIP-qPCR technique. J.T., K.H. and K.N. conducted ChIP-seq experiments and analyses. T.M. and H.A. constructed vectors and cultured ES cells. H.A. and A.U. supervised the study. A.F., K.N. and H.A. wrote the manuscript.

## Additional information

**How to cite this article**: Fukuda, A. *et al.* The role of maternal-specific H3K9me3 modification in establishing imprinted X-chromosome inactivation and embryogenesis in mice. *Nat. Commun.* 5:5464 doi: 10.1038/ncomms6464 (2014).

**Accession codes:** The original data for the microarray have been deposited in the GEO at http://www.ncbi.nlm.nih.gov/geo/ (accession number: GSE53662). The original data of ChIP-seq have been deposited in DDBJ at http://cibex.nig.ac.jp/index.jsp with accession number: DRA001041.

## Supplementary Material

Supplementary Figures and Tables Supplementary Figures 1-14 and Supplementary Tables 1-9

## Figures and Tables

**Figure 1:**
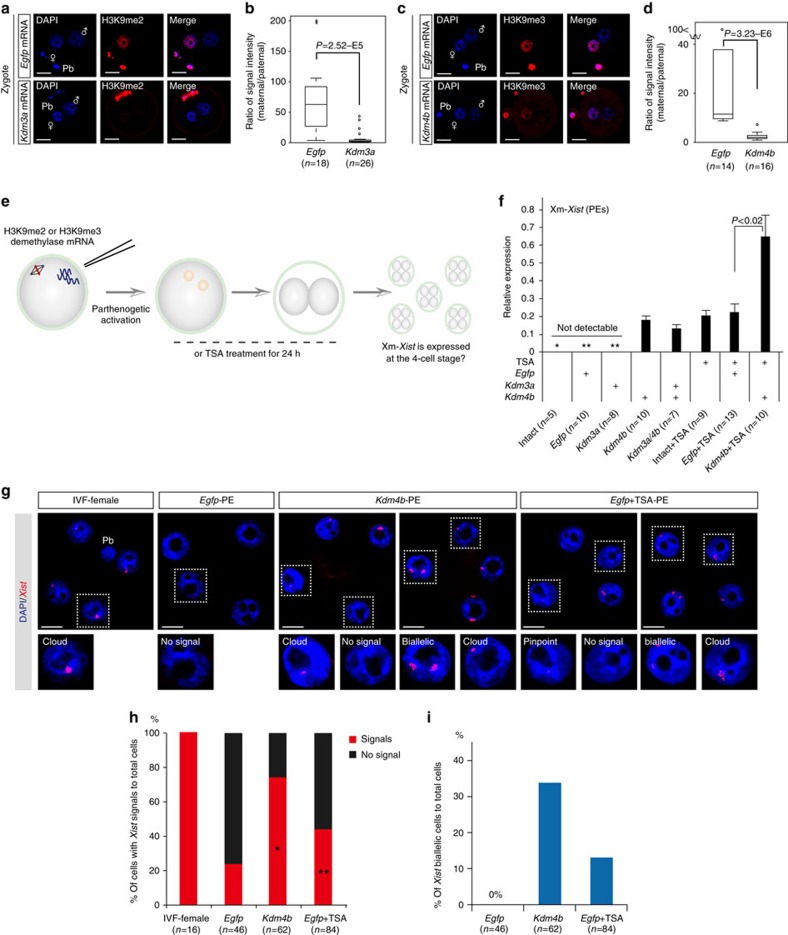
Alterations in histone modifications derepress Xm-*Xist* expression. (**a**–**d**) Oocytes injected with *Kdm3a* (**a**,**b**), *Kdm4b* (**c**,**d**) or *Egfp* mRNAs were subjected to ICSI. After 7–8 h, embryos were fixed and analysed for H3K9me2 (**a**) and H3K9me3 (**c**) using IF. Nuclei stained with 4′,6-diamidino-2-phenylindole (DAPI) are shown in blue. Representative images are presented on the left. The box-and-whisker plot shows the ratio of maternal to paternal signal intensities. The horizontal line indicates the median. The *P*-values were calculated using the Mann–Whitney *U*-test (*U*-test). Pb, polar body; *n*, number of embryos analysed (**b**,**d**). (**e**) Schema of the generation of PEs with altered histone modifications. To examine the effects of histone demethylation on Xm-*Xist* expression, either H3K9me2 demethylase (*Kdm3a*) or H3K9me3 demethylase (*Kdm4b*) mRNAs were injected into MII oocytes that were then activated. To assess the effects of inhibition of histone deacetylation on Xm-*Xist* expression, oocytes were activated and incubated in the presence of TSA for 24 h. After 48 h, ten four-cell PEs were pooled and analysed as one biological replicate using qPCR. (**f**) Analysis of Xm-*Xist* expression at the four-cell stage. The expression level of Xm-*Xist* in female embryos derived from IVF was defined as 1. One or two asterisks indicate Xm-*Xist* expression in one or two replicates, respectively. The *P*-values were determined using Student’s *t*-tests. Error bars indicate the mean±s.e.m. (**g**–**i**) *Xist* FISH analysis of *Kdm4b*- and *Egfp*+TSA-PEs at the four-cell stage. (**g**) Representative images of FISH results. (**h**) Ratio of cells with *Xist* signal to the total number of cells. *n*, number of interphase cells analysed. (**i**) Ratio of cells with biallelic expression to total cells. The detailed FISH results are shown in Supplementary Table 1. Scale bars, 20 μm.

**Figure 2:**
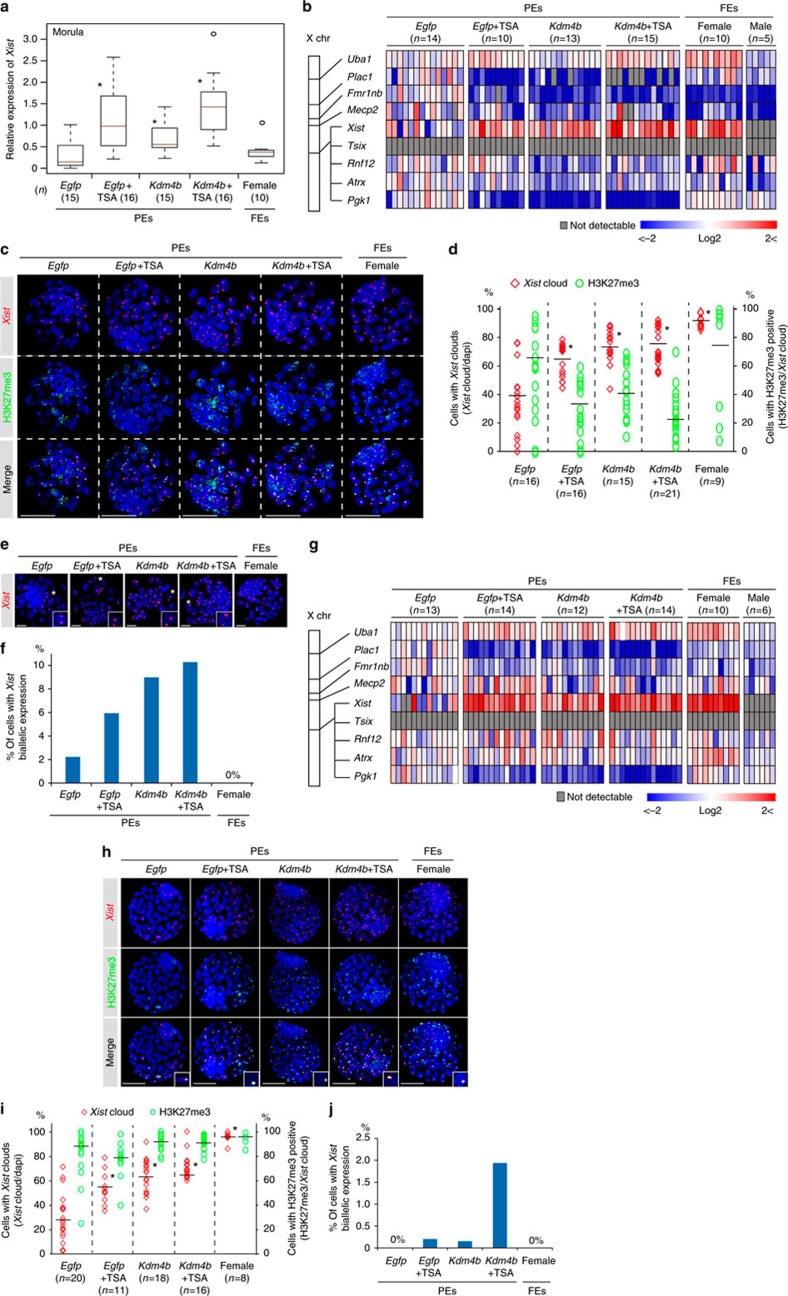
Global XCI and *Xist* expression states of Xm at late preimplantation stages. (**a**) Analysis of *Xist* expression using qPCR of individual embryos in the morula. An asterisk indicates *P*<0.05 (Student’s *t*-test) compared with *Egfp*-PEs. FEs, fertilized embryos. (**b**) Large-scale qPCR analysis of *Xist* and eight X-linked genes in individual blastocysts after culturing for 96 h. Coloured bars indicate expression levels. (**c**,**d**) IF (H3K27me3, green) combined with RNA FISH (*Xist*, red) analysis in 96-h blastocyst stage. 4′,6-diamidino-2-phenylindole (DAPI)-stained nuclei are shown in blue. (**c**) Representative confocal projection. Scale bars, 50 μm. (**d**) The graph shows *Xist* expression and H3K27me3 modification states in individual embryos. The horizontal axis indicates the average percentage in the group. *P<3.1 × 10^−28^ (Fisher’s exact test). *n*, number of embryos analysed. (**e**,**f**) Xm-*Xist* biallelic expression states in PEs at 96 h. The asterisk indicates cells with biallelic expression. Scale bars, 20 μm. (**f**) Summary of the ratio of biallelic cells to *Xist*-positive cells in 96-h blastocyst stage in each group. The number of cells is shown in Supplementary Table 3. (**g**) qPCR analysis of *Xist* and eight X-linked genes in individual blastocysts after culturing for 120 h. (**h**,**i**) IF (H3K27me3, green) combined with RNA FISH (*Xist*, red) analysis in 120 h blastocysts. *P<5.4 × 10^−23^ (Fisher’s exact test). Scale bars, 50 μm. (**j**) The ratio of biallelic cells to *Xist*-positive cells in 120 h blastocysts. In qPCR analysis, the average expression level of Xm-*Xist* in *Egfp*-PEs was set as 1 (also see the Methods section). *Gapdh* and *β-actin* were used as internal controls. Data are summarized in Supplementary Table 4.

**Figure 3:**
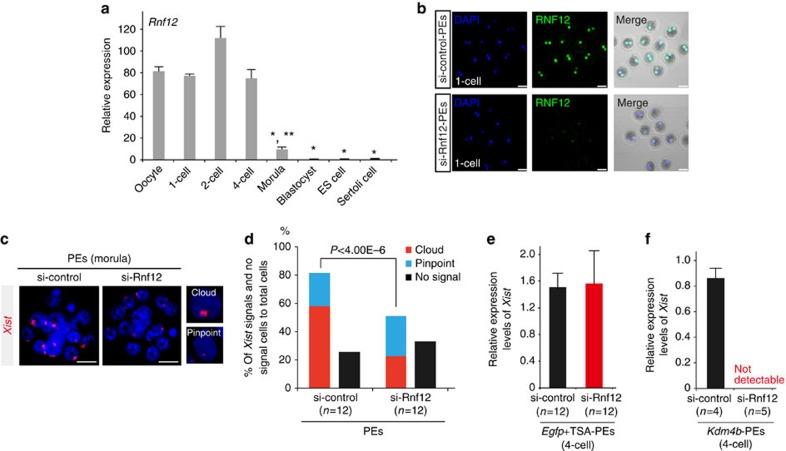
RNF12 is required for *Xist* expression in various types of preimplantation embryos. (**a**) *Rnf12* expression profiles in preimplantation stages, ES cells and somatic cells. Ten oocytes (*n*=3), ten IVF-1 cells (*n*=3), ten IVF-2 cells (*n*=3) and five IVF-4 cells (*n*=3) were pooled. The expression level of *Rnf12* in the morula stage, as determined using qPCR, represents the average of 16 individual embryos. The numbers of ES and Sertoli cells represent the averages of three independent cell lines and male pups, respectively. The error bars indicate the mean±s.e.m. *P<0.004 compared with oocytes; **P<0.0001 compared with ES cells (Student’s *t*-test). (**b**) IF analysis of RNF12 at the one-cell stage (green). Samples were fixed 11 h after parthenogenetic activation (18–19 h after siRNA injection). The same laser beam intensities were used to excite the *Rnf12*-knockdown and control samples. 4′,6-diamidino-2-phenylindole (DAPI)-stained nuclei are shown in blue. Two independent experiments were conducted. Scale bars, 50 μm. (**c**,**d**) *Xist* FISH analysis of si-Rnf12 PEs at the morula stage. At 72 h after activation, PEs injected with siRNA were analysed. Representative images of siRNA-treated embryos (**c**). Scale bars, 20 μm. The percentage of total *Xist*-positive signals and -negative cells to total cells in si-Rnf12 and si-control PEs. Biallelic expression was counted as two signals. *n*, number of embryos analysed (**d**). (**e**,**f**) qPCR analysis of Xm-*Xist* expression at the four-cell stage of embryos treated with TSA (**e**) or injected with *Kdm4b* mRNA (**f**). PEs derived from maternal si-Rnf12-treated oocytes. A detailed experimental scheme is shown in Supplementary Fig. 6d. A pool of eight to ten four-cell embryos represents one biological replicate.

**Figure 4:**
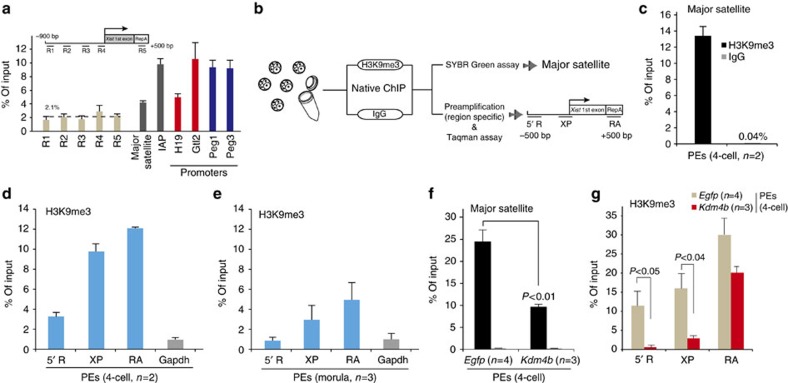
H3K9me3 states at the Xm-*Xist* promoter region in preimplantation embryos. (**a**) ChIP-qPCR analysis of Xp (sperm) at *Xist* 5′-regions, the *H19*, *Gtl2*, *Peg1* and *Peg3* promoter region, and regions in repetitive elements. *n*=2–4. Rabbit IgG was used as a negative control. The percentage of input for negative control DNA was >1% for all genes tested. The data were not normalized for local nucleosome occupancies. (**b**) Schematic representation of eChIP-qPCR analysis. H3K9me3 states at major satellite regions (**c**) and at *Xist* regions and the *Gapdh* promoter region (**d**) in PEs at the four-cell stage. Two independent experiments were performed. In each experiment, 250 embryos were used. (**e**) H3K9me3 states at the *Xist* and *Gapdh* promoter regions in morula-stage embryos. Three independent experiments were conducted and 40 embryos were used for each assay. H3K9me3 states in major satellite (**f**) and *Xist* regions (**g**) in *Egfp*- and *Kdm4b*-PEs at the four-cell stage. Three (*Kdm4b*-PEs) and four (*Egfp*-PEs) independent experiments were conducted. In each experiment, 170–250 embryos were prepared. The percentages of input for negative controls (IgG) were <0.2% (**f**) and 1.9% (**g**), respectively. Error bars indicate the mean±s.e.m. The *P*-values were determined using Student’s *t*-tests.

**Figure 5:**
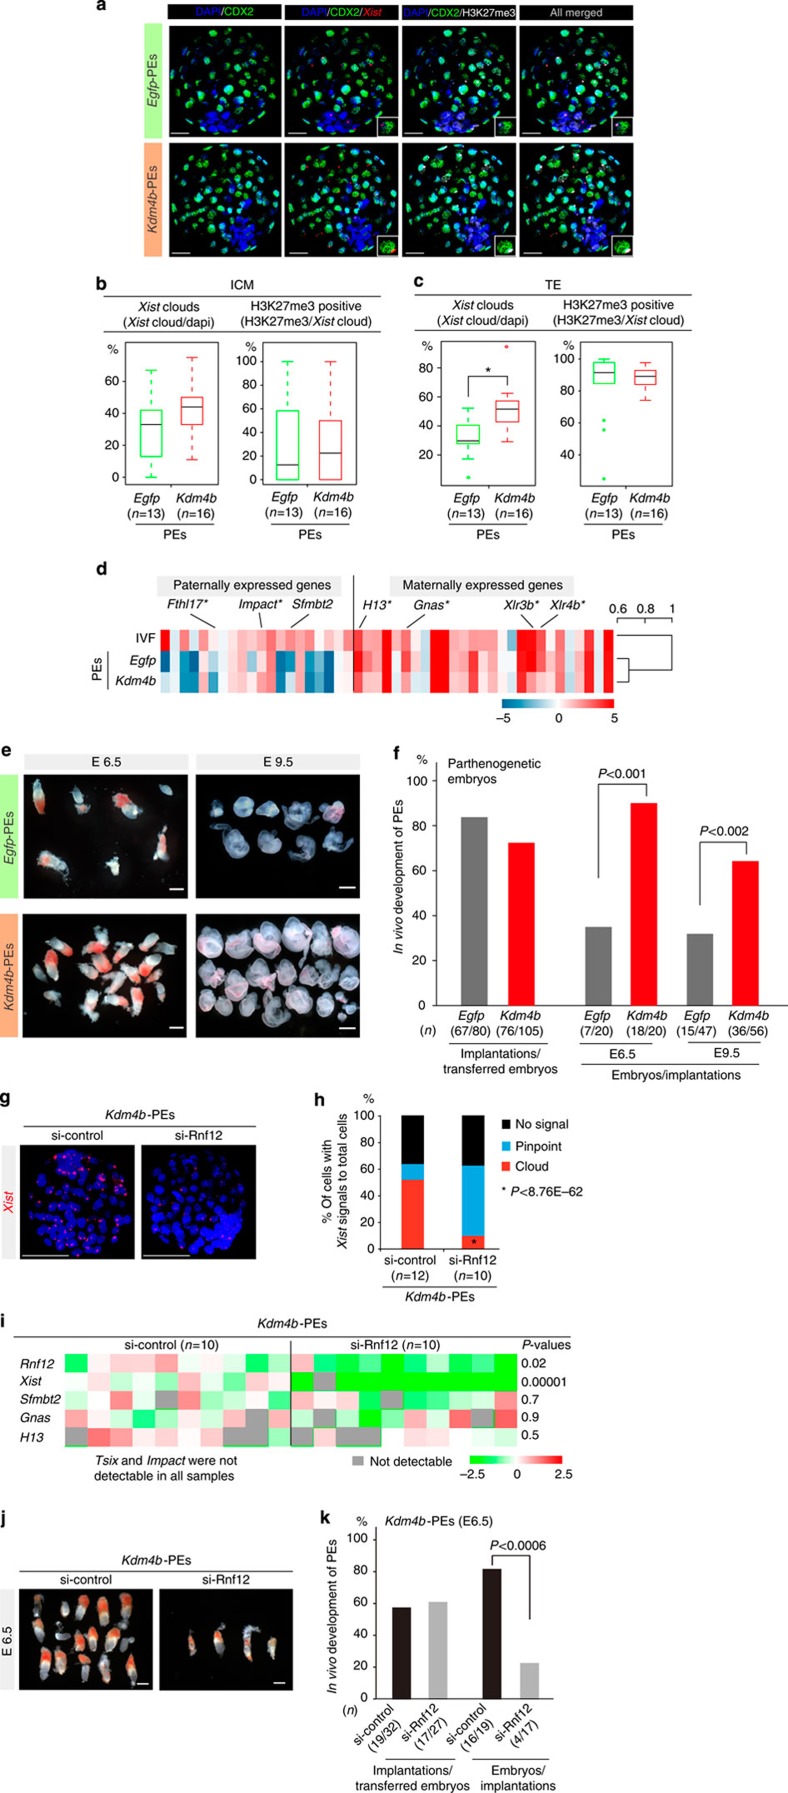
Loss of Xm-XCI is the primary cause of developmental failure immediately after implantation in most PEs. (**a**) IF combined with FISH analysis of blastocysts in *Egfp*-PEs (upper panel) and *Kdm4b*-PEs (lower panel). CDX2-positive cells were identified as belonging to the trophectoderm (TE). Representative pictures of Z-sections. 4′,6-diamidino-2-phenylindole (DAPI) (blue), CDX2 (green), *Xist* (red) and H3K27me3 (white). Scale bars, 20 μm. The rates of cells with *Xist* (left) or H3K27me3 (right) in the inner cell mass (ICM) (**b**) and TE (**c**), respectively. *n*, number of embryos analysed. The number of cells analysed is shown in Supplementary Table 7. *P<4.3 × 10^−23^ (Fisher’s exact test). (**d**) Expression states and clustering analysis of imprinted genes. *Sfmbt2* important for placentation and differentially expressed genes (asterisk) are shown. The scale bar indicates normalized values of log_2_. (**e**) Embryos with extra-embryonic tissues at E6.5 and E9.5 for *Kdm4b*- and *Egfp*-PEs, respectively. Upper and lower images indicate *Egfp*- and *Kdm4b*-PEs, respectively. Left and right column sides show E6.5 and E9.5, respectively. Scale bars, 200 μm (E6.5) and 500 μm (E9.5). (**f**) Summary of the developmental abilities of *Kdm4b*-PEs and *Egfp*-PEs at postimplantation stages (E6.5 and E9.5). Five and 12 independent recipients were analysed at E6.5 and E9.5, respectively. (**g**,**h**) *Xist* analysis in *Rnf12-*knockdown and control *Kdm4b*-PEs. Representative images of FISH analysis. Scale bars, 50 μm (**g**) and *Xist* expression states (**h**). (**i**) Expression of imprinted and X-linked genes in *Rnf12*-knockdown and control *Kdm4b*-PEs. *P*-values were determined using Student’s *t*-tests. (**j**) Embryos with extra-embryonic tissues at E6.5 in *Rnf12*-knockdown and control *Kdm4b*-PEs. Scale bars, 200 μm. (**k**) Summary of the developmental ability of *Rnf12*-knockdown and control *Kdm4b*-PEs at E6.5. Five independent recipients were analysed. The *P*-values were determined using Fisher’s exact test.

# Supplementary material for: The role of maternal-specific H3K9me3 modification in establishing imprinted X-chromosome inactivation and embryogenesis in mice
**Source:** Nat Commun. 2014 Nov 14;5:5464. doi: 10.1038/ncomms6464
**Supplement:** Supplementary Figures and Tables — Supplementary Figures 1-14 and Supplementary Tables 1-9

## Supplementary Fig. 1

a

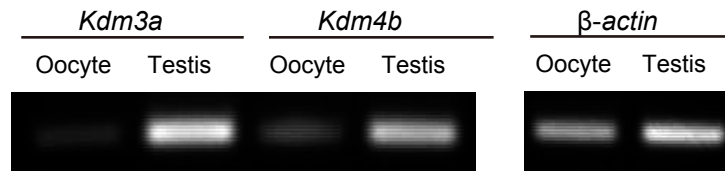

b

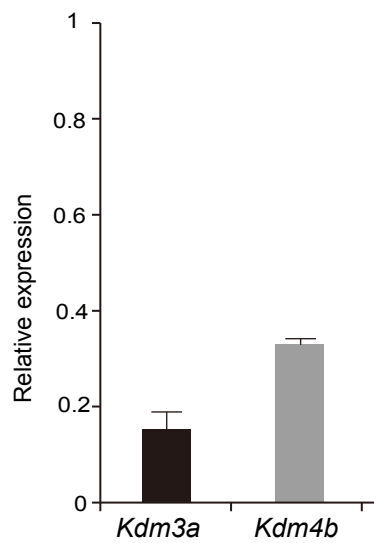

**RT-PCR analysis of *Kdm3a* and *Kdm4b* expression in oocytes and testes.** Twenty oocytes were pooled for RT-PCR analysis. The number of PCR cycles was 35. Two independent experiments were conducted. **(a)** Representative images of electrophoresis. **(b)** Relative expression levels of *Kdm3a* and *Kdm4b* in oocytes compared with those in testes.

## Supplementary Fig. 2

a

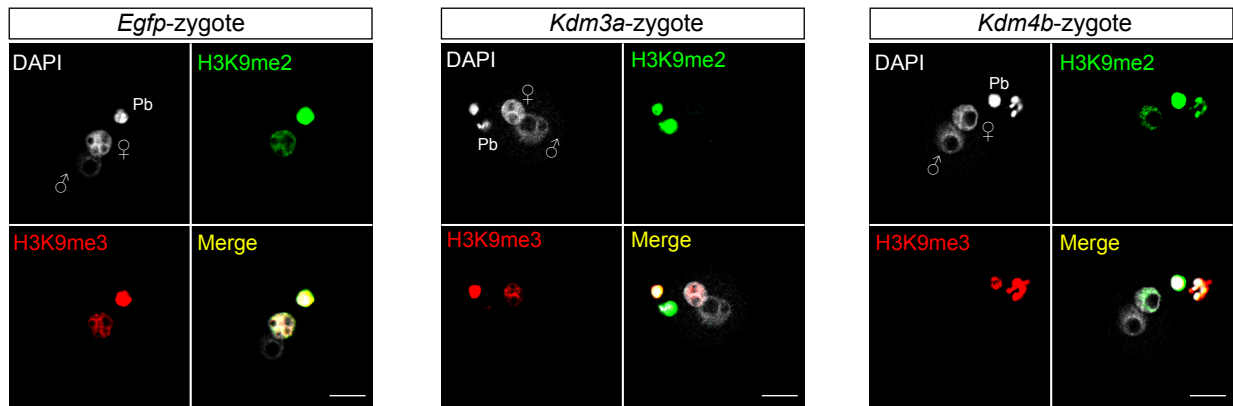

b

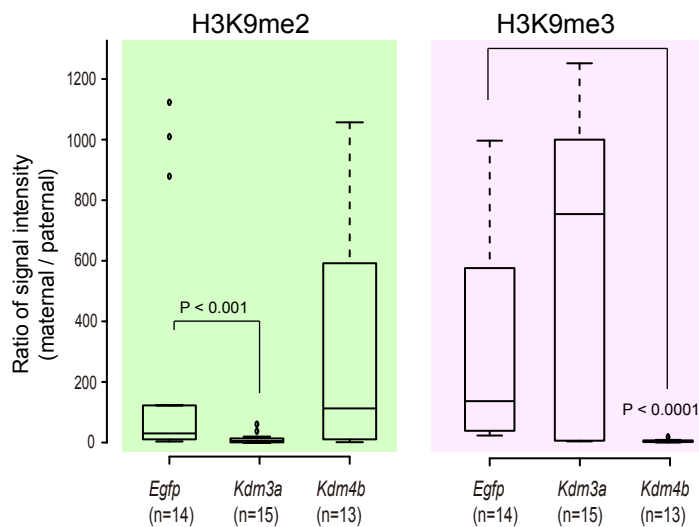

**Effects of *Kdm3a* or *Kdm4b* expression on H3K9me2/3 states.** (a) Representative images of immunofluorescence (IF) analysis in *Kdm3a*- or *Kdm4b*-overexpressing fertilised embryos. (b) The box-and-whisker plot shows the ratio of maternal to paternal signal intensities. The *P*-values were calculated using the Mann-Whitney *U*-test (*U*-test) Pb: polar body; *n*, number of embryos analysed. Scale bars = 20  $\mu$ m.

Supplementary Fig. 3

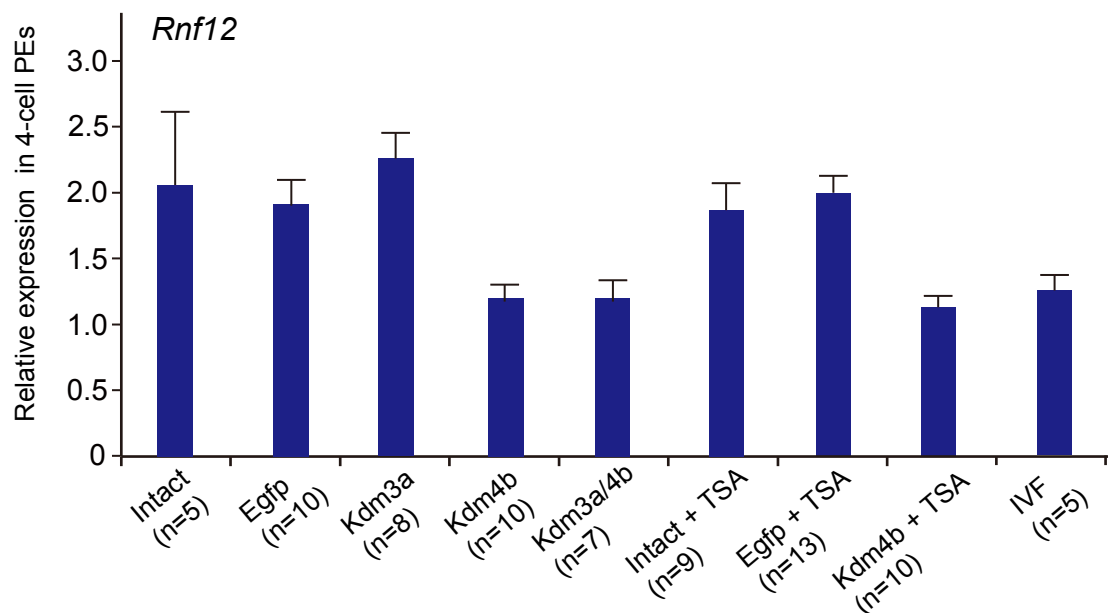

**Analysis of *Rnf12* expression using qPCR in parthenogenetic embryos (PEs) harbouring histone modifications and in vitro-fertilised (IVF) embryos at the 4-cell stage.** There were no significant differences between groups compared with intact PEs. Error bars indicate the mean  $\pm$  SEM.

Supplementary Fig. 4

a

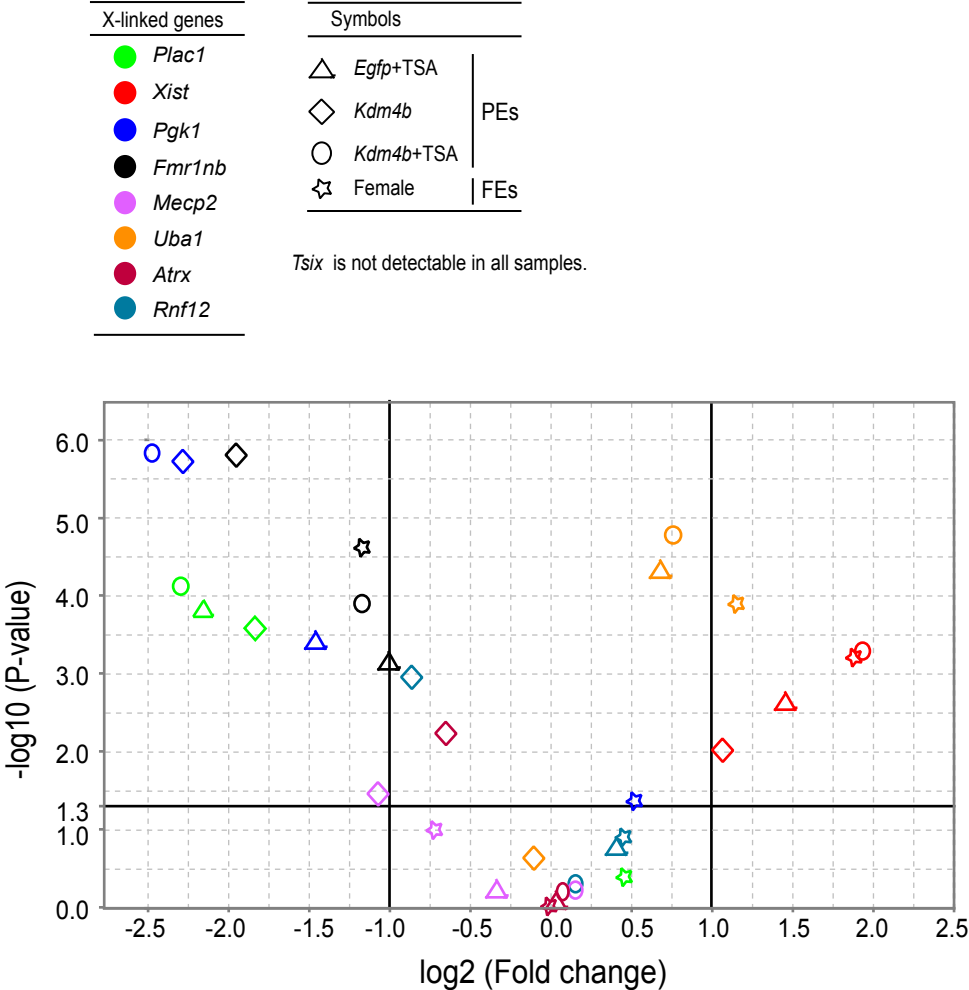

b

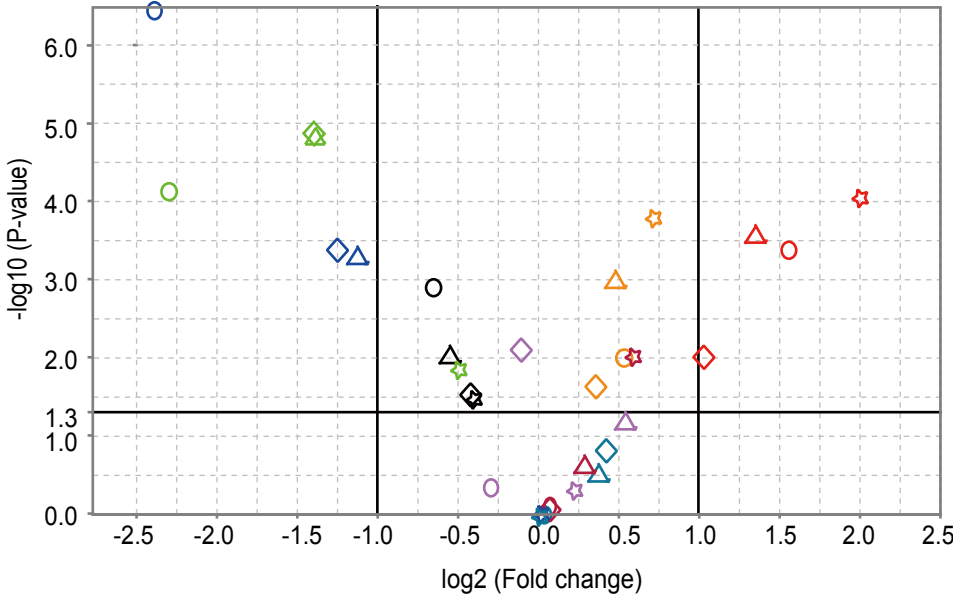

**Volcano plot analysis of X-linked genes based on the average expression of each group in 96h and 120h blastocysts.** Values are normalised to the average value of *Egfp*-PEs. Vertical and horizontal axes indicate *P*-values and changes in the levels of expression, respectively.

Supplementary Fig. 5

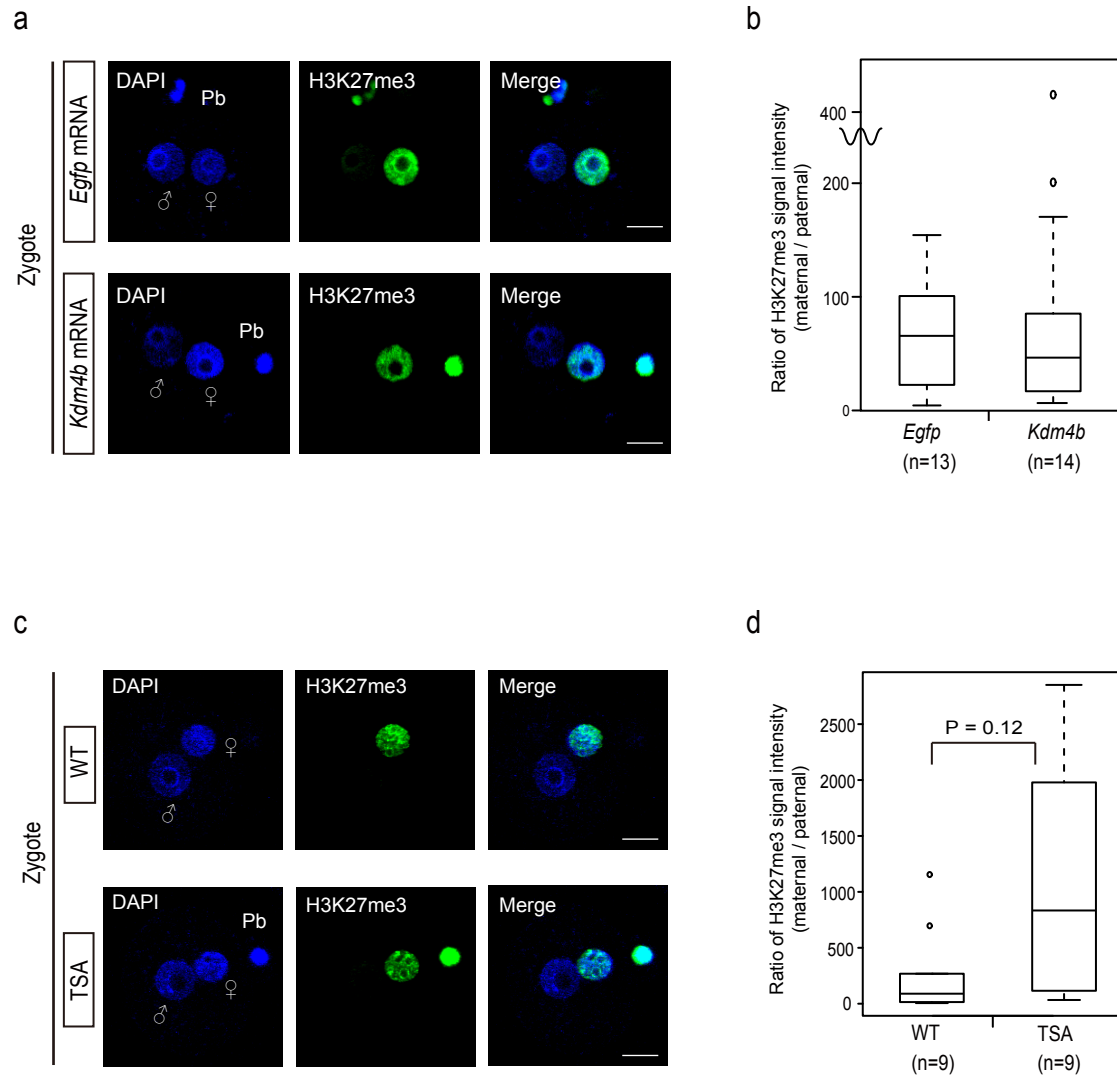

### Effects of H3K27me3 modifications on *Kdm4b* overexpression and TSA treatment.

(a) Oocytes injected with *Kdm4b* mRNA were subjected to ICSI. Samples were fixed 10–11 h after ICSI. (b) After ICSI, oocytes were incubated in KSOM along with TSA for 10–11 h, after which the zygotes were fixed. Representative images are shown on the left. The box-and-whisker plot on the right shows the ratio of maternal to paternal signal intensities of H3K27me3. There were no statistically significant differences between groups. Scale bars = 20  $\mu$ m.

Supplementary Fig. 6

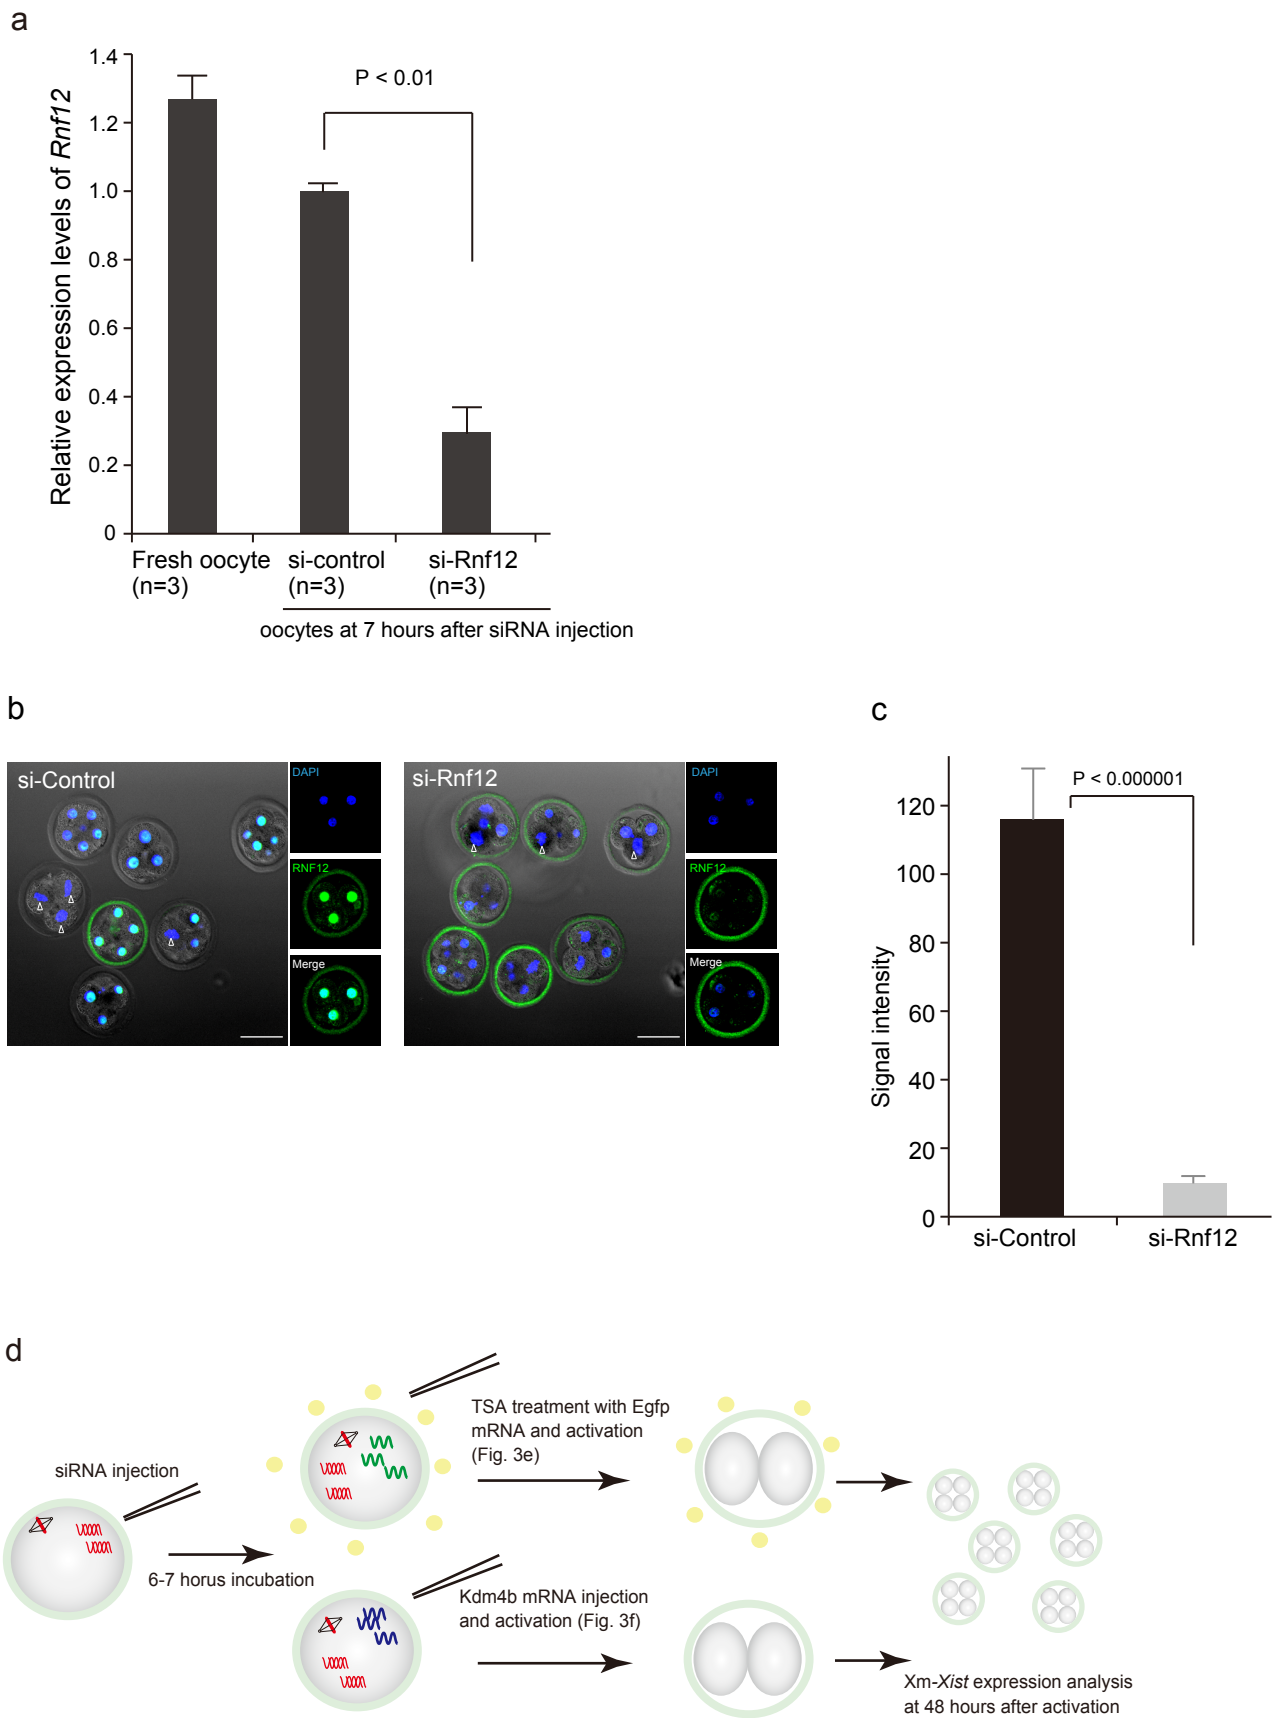

**Generation of RNF12-depleted embryos using siRNA.** (a) Analysis of the expression of maternal *Rnf12* in oocytes injected with siRNA targeting *Rnf12* (si-Rnf12) or control siRNA compared with that in uninjected fresh oocytes. (b) and (c) Immunofluorescence (IF) analysis of RNF12-depleted parthenogenetic embryos (PEs) at the 4-cell stage. Representative images of si-Rnf12- and control siRNA (si-Control)-injected embryos are shown. Scale bars = 50  $\mu$ m. The delta symbol shows mitotic blastomeres that were omitted from quantification (b). Signal quantification of siRNA-treated embryos. Seven embryos were analysed in both groups (c). (d) Schema of *Kdm4b*- and *Egfp*+TSA-PEs derived from maternal/zygotic RNF12-depleted oocytes. The *P*-values were determined using Student's *t*-tests. Error bars indicate the mean  $\pm$  SEM.

Supplementary Fig. 7

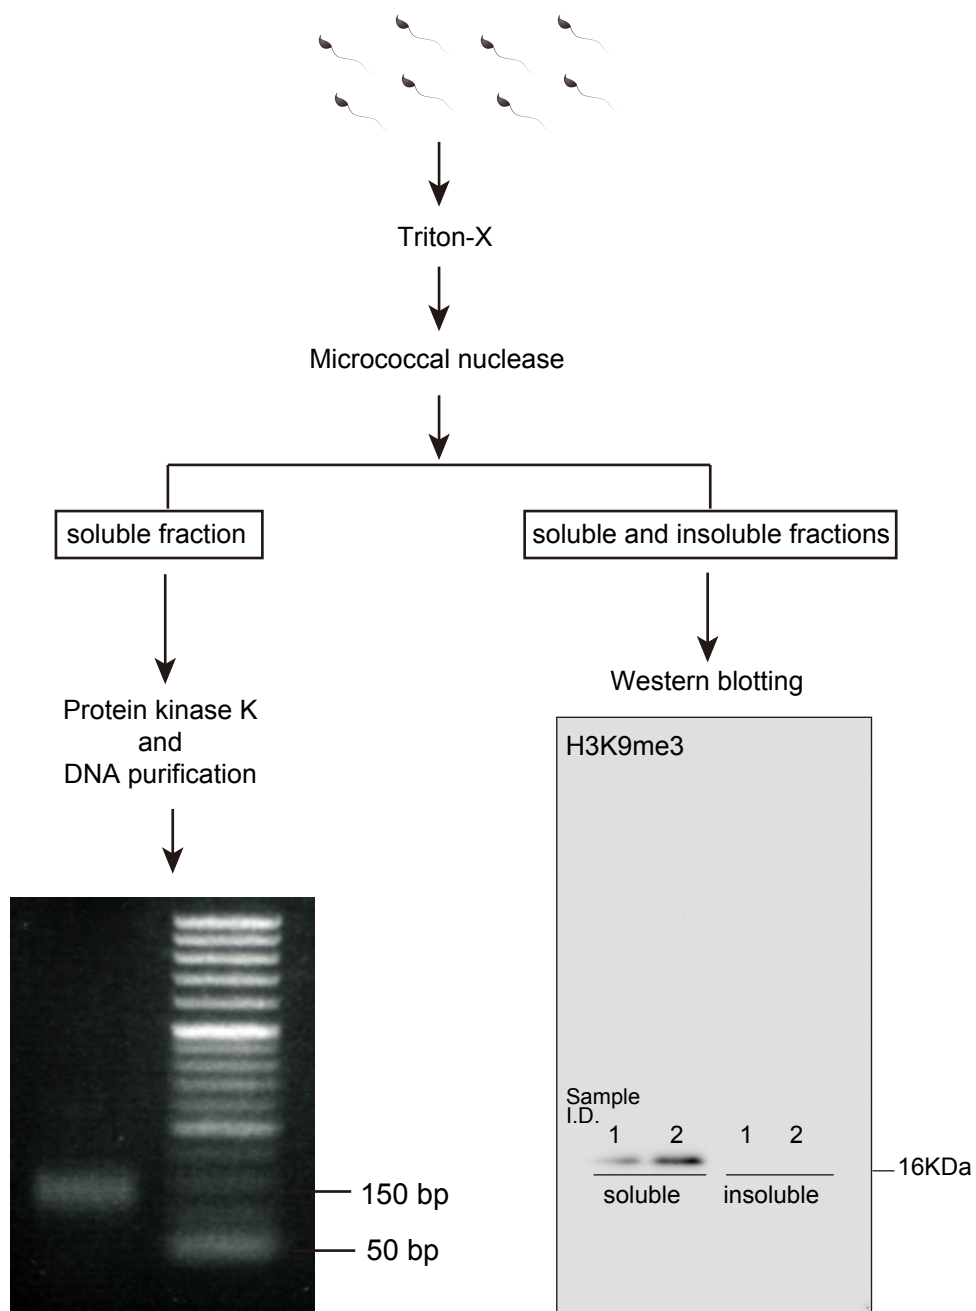

**Scheme of recovery of sperm mononucleosomes.** Electrophoresis of mononucleosomal DNA and western blotting analysis from each fraction used for the sperm ChIP-qPCR assay.

Supplementary Fig. 8

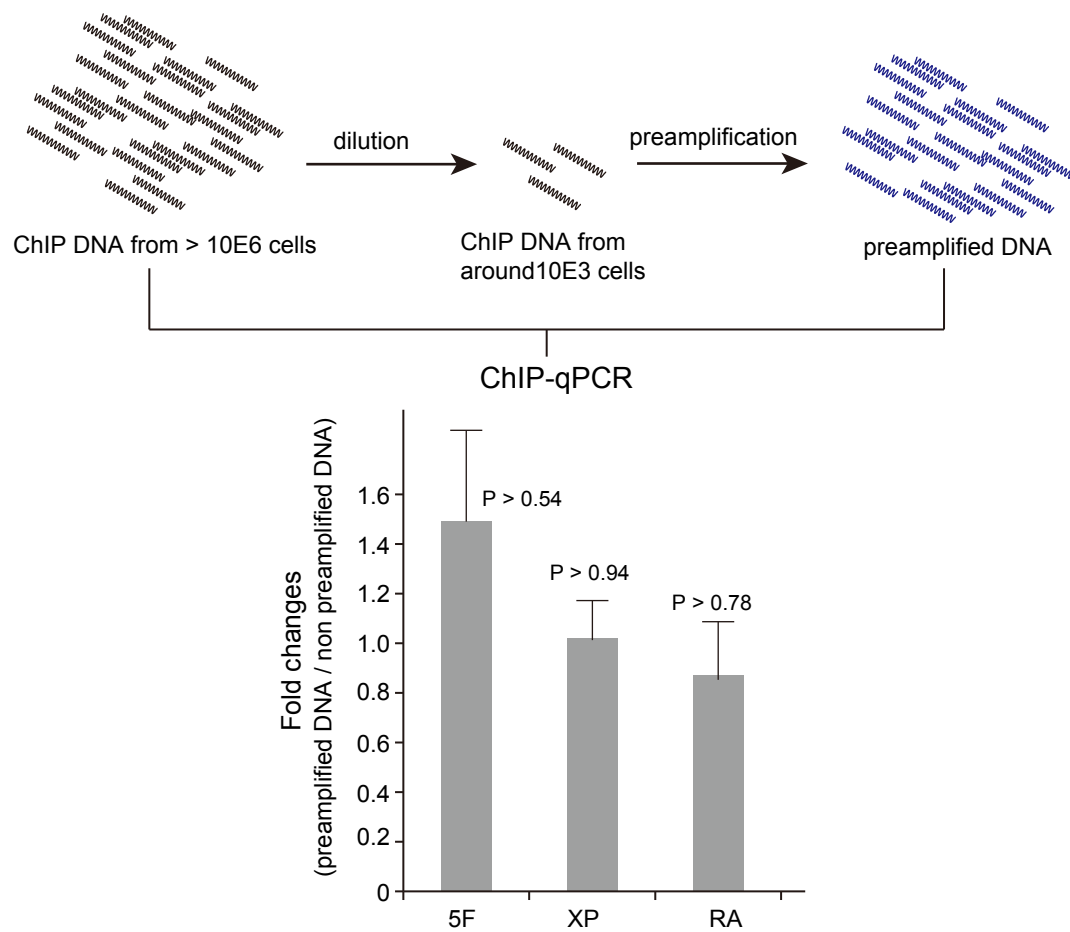

**Comparison of ChIP-qPCR results from bulk DNA and pre-amplified DNA.** Bulk ChIP DNA from embryonic stem (ES) cells were diluted and pre-amplified. ChIP-qPCR analysis was performed using bulk and pre-amplified DNA with a TaqMan probe targeting three *Xist* 5' -regions. The *P*-values were determined using Student's *t*-tests. Error bars indicate the mean  $\pm$  SEM.

## Supplementary Fig. 9

a

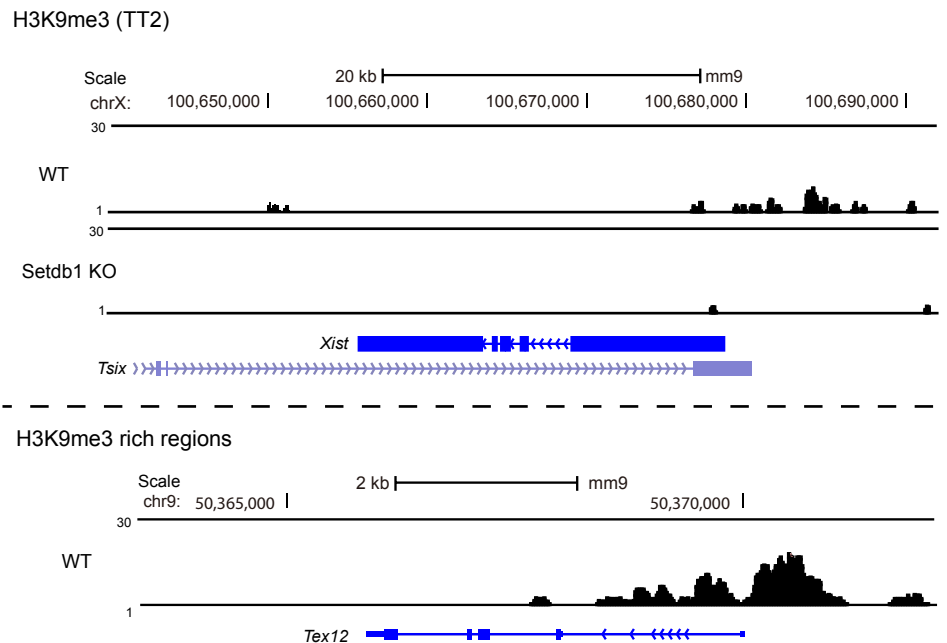

b

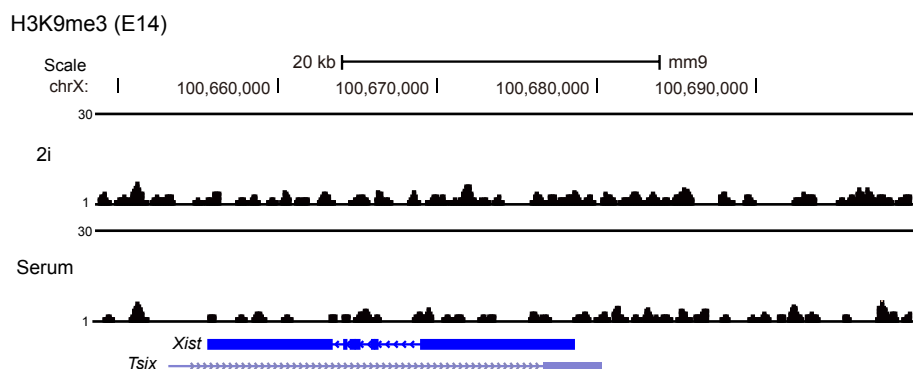

### ***In silico* analysis of H3K9me3 at the *Xist* locus in TT2 and E14 male ES cell lines.**

ChIP-seq data for male TT2 and E14 ES cell lines acquired by Karimi *et al.*<sup>30</sup> (a) and Marks *et al.*<sup>29</sup> (b), respectively, were obtained from the Gene Expression Omnibus (GEO) database (<http://www.ncbi.nlm.nih.gov/gds>) under accession numbers GSE29413 and GSE23943, respectively. The data were visualised by importing into the Custom track of the University of California, Santa Cruz Genome Browser (<http://genome.ucsc.edu/>). The *Tex12* locus harbours an H3K9me3-rich region similar to the E14 line (data not shown).

Supplementary Fig. 10

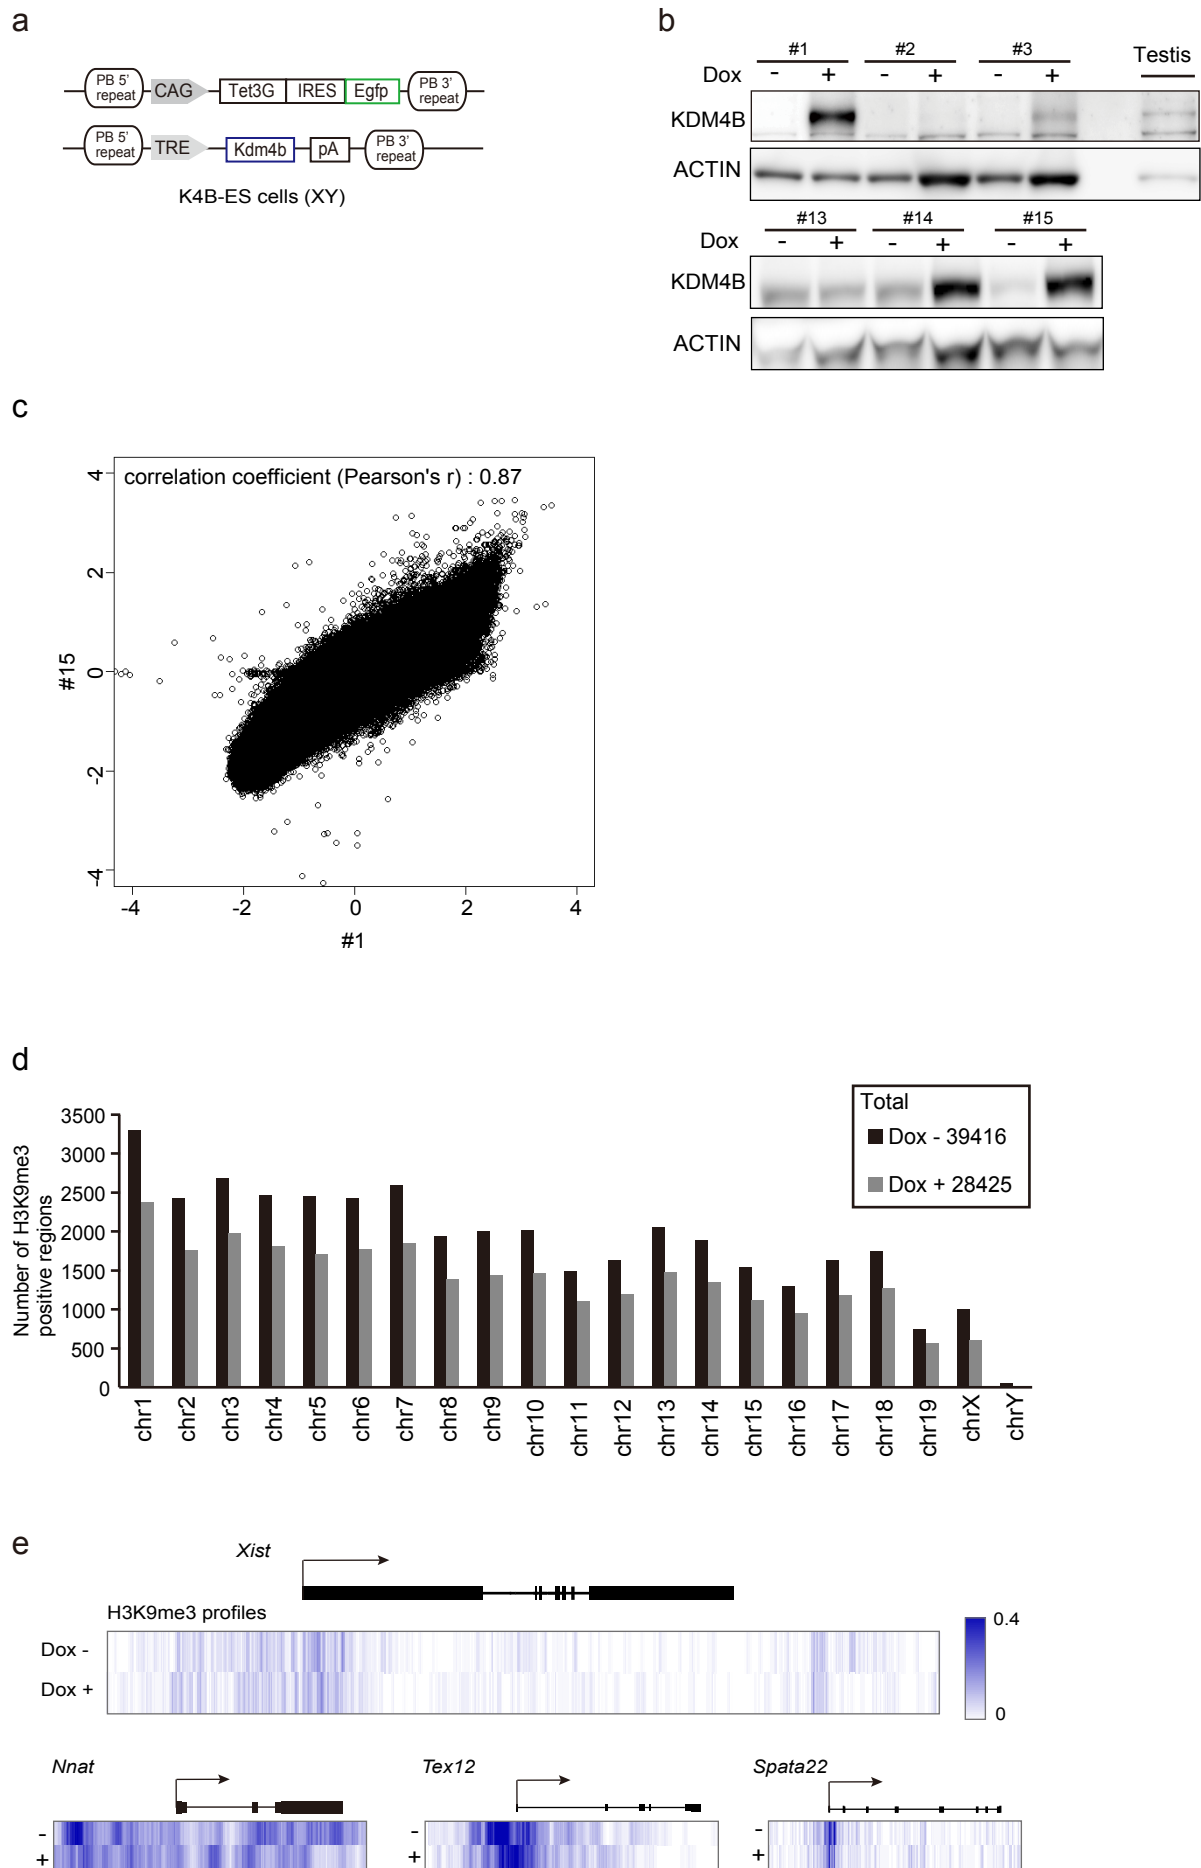

f

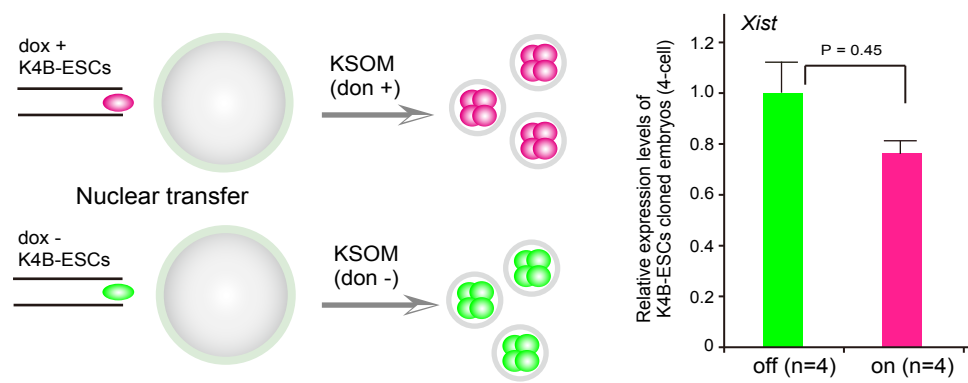

g

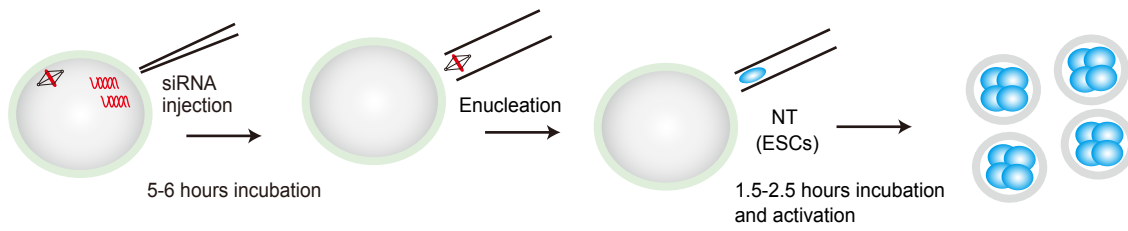

h

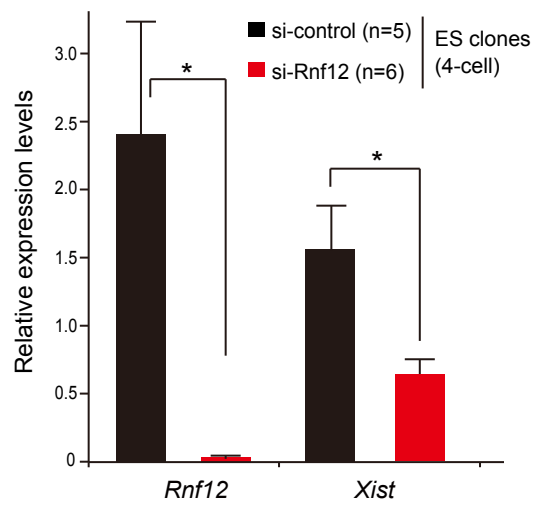

**Generation of KDM4B-inducible embryonic stem (ES) cells and RNF12 dependency of ES-cloned embryos.** (a) Diagram of the PiggyBac doxycycline (Dox)-inducible expression vector used for introduction of *Kdm4b* into male ES cells (K4B-ES cells). (b) Western blot analysis of KDM4B expression after dox treatment for 2 days. (c) Scatter plots showing the relationship between two independent Dox-K4B-ES cell lines (#1 and #15). (d) H3K9me3-rich regions in the genomes of K4B-ES cells (#1). H3K9me3-positive regions in doxycycline on/off K4B-ES cell lines were identified using model-based analysis for ChIP-Seq (MACS). The numbers revealed a significantly enriched locus compared with the input data (false discovery rates < 1%, and elevated by a factor of greater than 5-fold). (e) H3K9me3 levels at *Xist* regions were relatively lower than those at known H3K9me3-rich regions (*Nnat*, *Tex12*, and *Spata22*)<sup>30</sup> in the #1 line. The heat maps show H3K9me3 levels (upper: dox<sup>-</sup>, lower: dox<sup>+</sup>). (f) Effects of H3K9me3 demethylation induced by ectopic expression of KDM4B on *Xist* expression in the NT embryos from K4B-ES cells (#1). *Xist* expression was determined using qPCR at the 4-cell stage in a pool of five cloned embryos. (g) Experimental scheme for generating *Rnf12*-knockdown cloned embryos. (h) qPCR analysis of *Xist* expression at the 4-cell stage of ES cell-cloned embryos using si-Rnf12-treated oocytes as recipients. A pool of five 4-cell embryos represents one biological replicate. Asterisks show  $P < 0.04$ . The  $P$ -values were determined using Student's  $t$  test. Error bars indicate the mean  $\pm$  SEM.

Supplementary Fig. 11

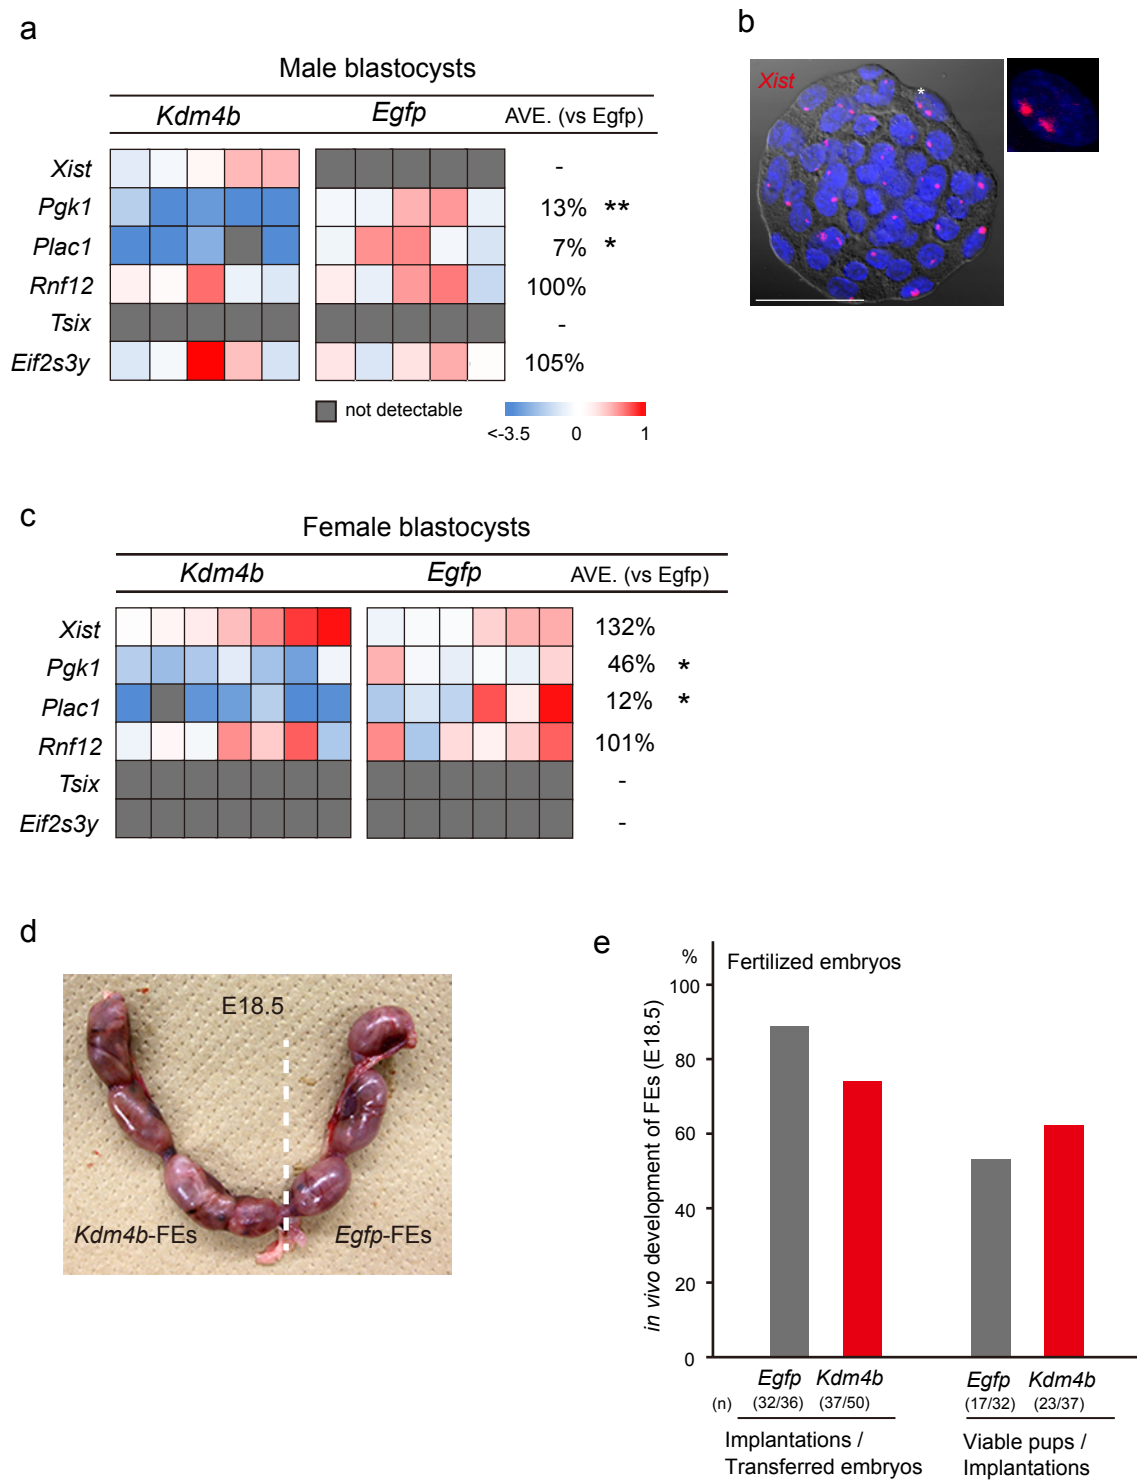

**Effects of ectopic expression of Xm-*Xist* on developmental competency in FEs. (a)**

Expression of *Xist*, *Pgk1*, *Plac1*, *Rnf12*, *Tsix*, and *Eif2s3y* in individual male 96h blastocysts, as determined using qPCR. The genders of the embryos were determined by the detection of *Eif2s3y* located on the Y chromosome. The *P*-values were determined using Student's *t*-tests. Average expression levels are indicated by "Ave." and represent  $**P < 0.001$  and  $*P < 0.01$ . The coloured bar scale is  $\log_2$ . **(b)** *Xist* FISH analysis of *Kdm4b*-FEs (female). The asterisks indicate cells with biallelic *Xist* expression. Scale bars = 50  $\mu$ m. **(c)** qPCR analysis of X-linked gene expression in female embryos. The coloured bar scale and asterisks are the same as in **(a)**. **(d)** Conceptus of *Kdm4b*- and *Egfp*-FEs. Representative images of the E18.5 uterus of pseudopregnant mice. *Kdm4b*-FEs (Xm-XCI) and *Egfp*-FEs were transferred into the left or right region of the uterus, respectively. **(e)** Full-term developmental rates. Five independent recipients were analysed, and the numbers of transferred embryos, implantations, and pups are shown in the graph.

Supplementary Fig. 12

a

| Donor cell | No.of ET | No.of pups (%) |
|------------|----------|----------------|
| 4-cell     | 47       | 15 (32.1)      |
| 8-cell     | 87       | 2 (2.3)        |
| Morula     | 9        | 0              |
| ICM        | 96       | 7 (7.3)        |
| ES         | 196      | 14 (7.1)       |

b

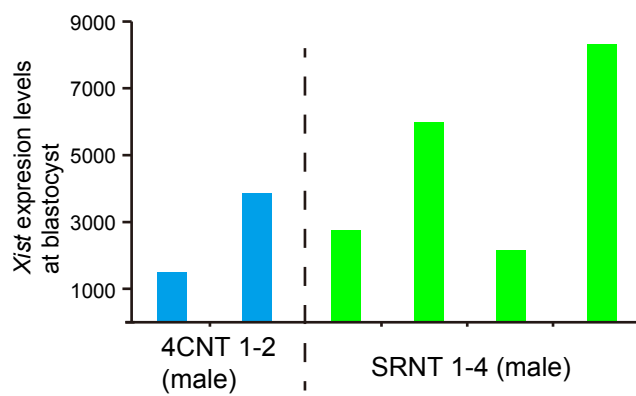

c

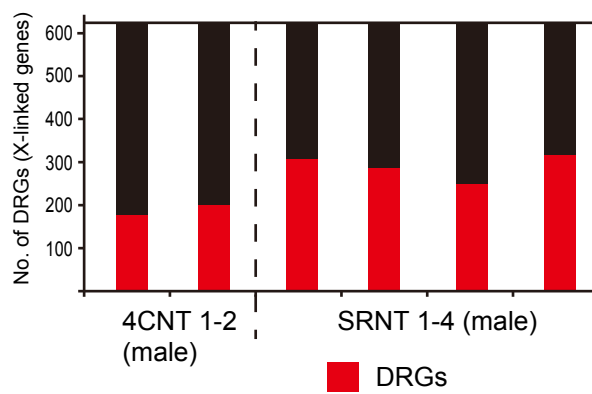

d

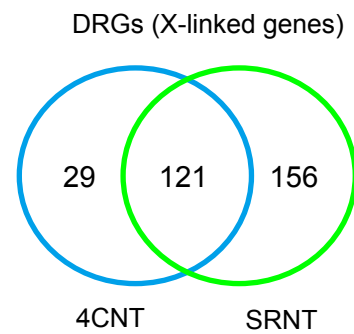

**Association of developmental competency with XCI in cloned embryos.** (a) Development of embryonic cloned embryos<sup>31</sup>. (b–d) Microarray analysis of 4-cell (4CNT) and Sertoli (SRNT)-cloned blastocysts using the previous reported data (GSE23181)<sup>28</sup>. (b) *Xist* expression states in cloned embryos. (c) X-linked genes (625) expressed in blastocysts were analysed. Genes repressed to less than 30% of the levels in IVF male embryos were identified as downregulated genes (DRGs). Red bars show DRGs. (d) Venn diagram of DRGs in cloned embryos, indicating that 80% of DRGs in 4CNT were the same as in SRNT. These results showed that high developmental competency was retained even when ectopic *Xist* was expressed and global XCI occurred.

Supplementary Fig. 13

a

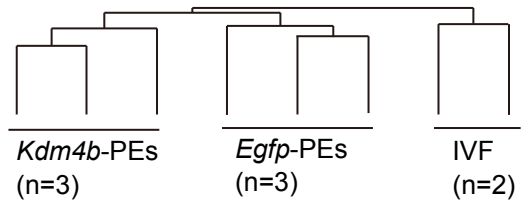

b

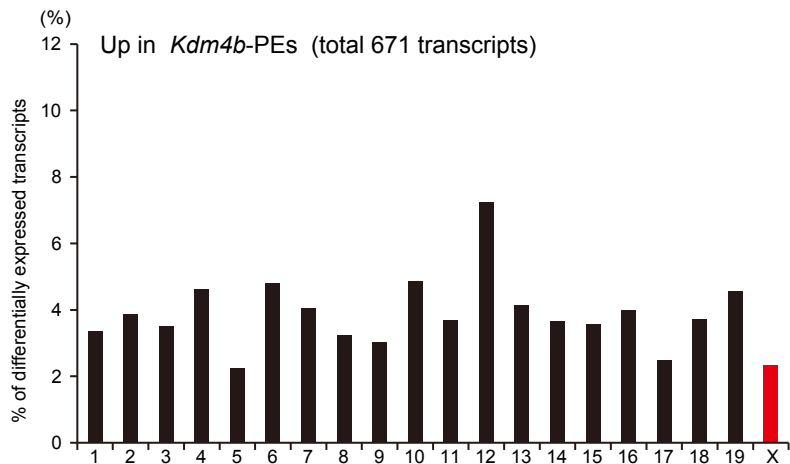

c

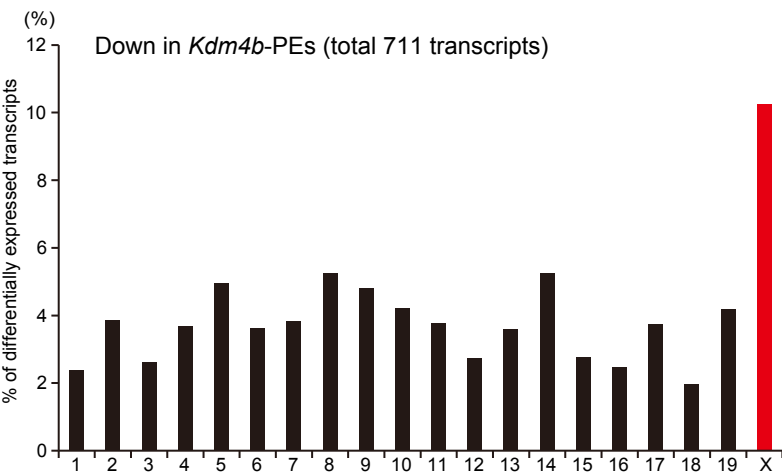

d

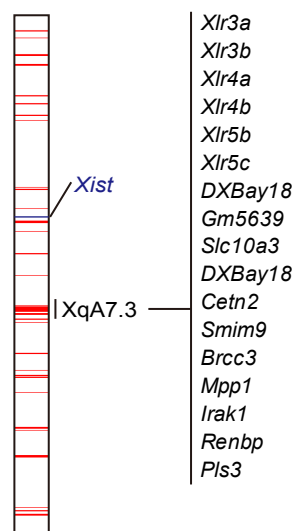

e

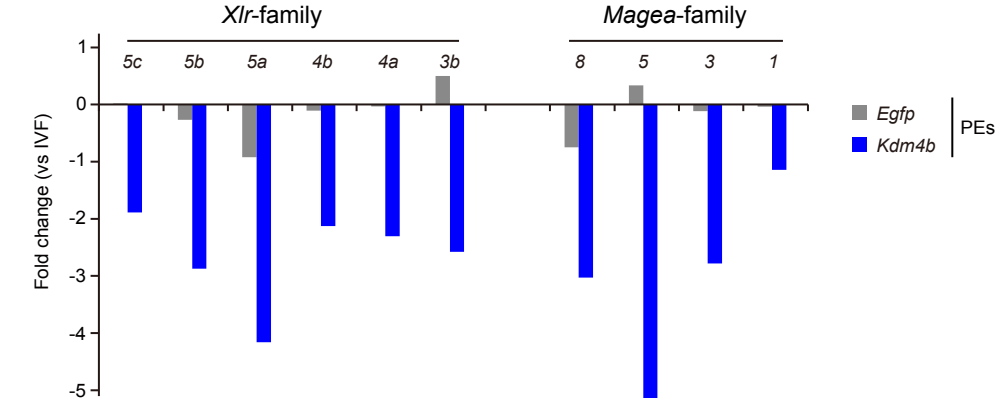

**Transcriptome analysis of *Egfp*-PEs, *Kdm4b*-PEs, and IVF embryos at the blastocyst stage (120 h).** (a) Unsupervised clustering analysis of gene expression. (b) and (c) Chromosome distribution of significantly differentially expressed transcripts between *Egfp*- and *Kdm4b*-PEs (Student's *t* test:  $P < 0.05$ , and more than 1.5-fold change). Genes upregulated (b) and downregulated (c) in *Kdm4b*-PEs. (d) Mapping of X-linked downregulated transcripts (DRTs) on the X chromosome. Twenty-one of 75 (28%) X-linked DRTs (17 genes) were located in the XqA7.3 region. (e) Fold-enrichment of *Xlr*- and *Magea*-family genes as determined by microarray data in *Egfp*- and *Kdm4b*-PEs compared to IVF embryos.

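The span on the X chromosome of mm9 from 70159065 to 73031068 was taken from the probes of the genes that the panel on the XqA7.3 region names. It held 81 expressed transcripts, and 28 downregulated transcripts lay in it, or 26.2% of those on the X chromosome. These 28 transcripts belonged to 23 gene names. With the unmoderated equal-variance test, the kind of test the paper names, 21 downregulated transcripts of 18 gene names lay in the span, or 29.2%. Of the genes of the panel on *Xlr* and *Magea*, *Xlr3b* was -2.79 on the log2 scale in *Kdm4b*-PEs and 0.44 in *Egfp*-PEs against the IVF embryos, and *Magea5* was -5.50 and 0.33. *Magea8* had a standard deviation of 3.74 over the 3 *Kdm4b*-PEs arrays. With adjustment in limma across all expressed transcripts none of the 10 genes differed from the IVF embryos, with the lowest adjusted p = 0.053 for *Xlr5b* in *Kdm4b*-PEs. *Pls3* fell by 0.84 between the PE groups with a standard error of 0.19, whereas *Irak1* fell by 0.73 with a standard error of 0.43 and did not pass the thresholds. *Irak1* did pass them with the mean over its 3 transcripts, at a fall of 0.82, and without *Egfp*-PEs replicate 1, at a fall of 1.11.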

Supplementary Fig. 14

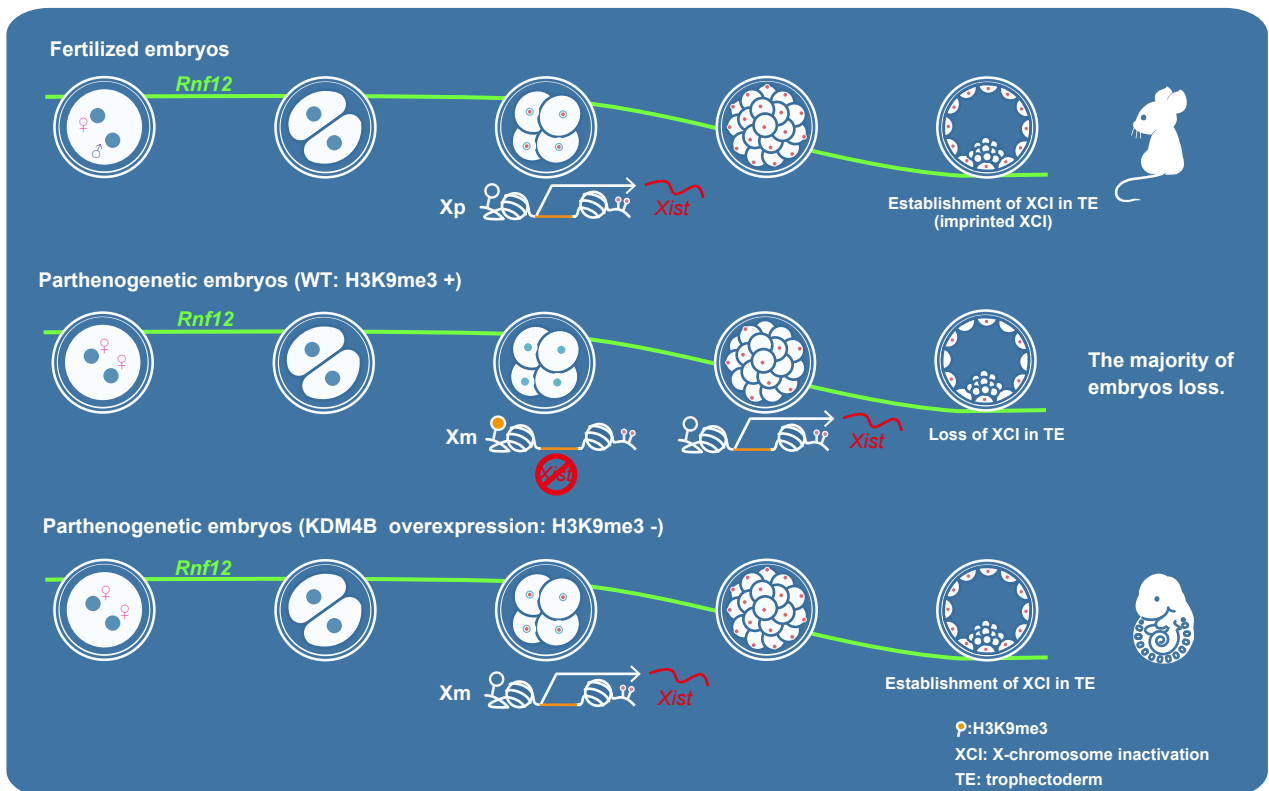

**Summary of *Xist* regulation during pre-implantation phases and XCI impact on embryo development.** Maternal-specific H3K9me3 prevents Xm-*Xist* activation by RNF12. Erasure of H3K9me3 at the *Xist* promoter region leads to Xm-*Xist* activation at the 4-cell stage and markedly improves developmental ability in PEs.

Table 1. *Xist* FISH analysis at the 4-cell stage.

| PEs<br>(n=emrbyos)    | DAPI | cloud | pinpoint | biallelic<br>cells | no signal<br>cells | P-values<br>(vs <i>Egfp</i> ) |
|-----------------------|------|-------|----------|--------------------|--------------------|-------------------------------|
| <i>Egfp</i> (12)      | 46   | 7     | 4        | 0                  | 35                 | -                             |
| <i>Kdm4b</i> (16)     | 62   | 47    | 20       | 21                 | 16                 | 5.60E-11                      |
| <i>Egfp</i> +TSA (22) | 84   | 31    | 16       | 11                 | 47                 | 0.005                         |

The P-values were caluculated by Fisher's exact test.

Table 2. *in vitro* development of PEs.

| PEs               | 2-cell | 4-cell | Morula | Blastocyst | % (BI/2C) |
|-------------------|--------|--------|--------|------------|-----------|
| <i>Egfp</i>       | 140    | 138    | 129    | 112        | 80.0%     |
| <i>Egfp</i> +TSA  | 52     | 50     | 49     | 45         | 86.5%     |
| <i>Kdm4b</i>      | 68     | 67     | 65     | 59         | 86.8%     |
| <i>Kdm4b</i> +TSA | 85     | 81     | 78     | 73         | 85.9%     |

Table 3. Immunofluorescence combined with *Xist* FISH analysis at the 96 h blastocysts.

| Types             | DAPI | cloud cells | ratio | p - values (vs Egfp) | biallelic cells | H3K27me3+ % (K27me3+ / cloud) |
|-------------------|------|-------------|-------|----------------------|-----------------|-------------------------------|
| <i>Egfp</i>       | 720  | 261         | 36.3% | -                    | 16              | 67.0%                         |
| <i>Egfp</i> +TSA  | PEs  | 606         | 384   | 63.4%                | 5.46E-23        | 33.8%                         |
| <i>kdm4b</i>      |      | 690         | 502   | 72.8%                | 6.78E-44        | 41.4%                         |
| <i>Kdm4b</i> +TSA |      | 973         | 729   | 74.9%                | 4.54E-58        | 22.1%                         |
| Female            | FEs  | 364         | 333   | 91.5%                | 6.66E-75        | 75.4%                         |

The P-values were calculated by Fisher's exact test.

Table 4. Immunofluorescence combined with *Xist* FISH at the 120 h blastocysts.

| Types             |     | DAPI | cloud | ratio | p - values<br>(vs Egfp) | biallelic<br>cells | H3K27me3+ %<br>(K27me3+ / cloud) |
|-------------------|-----|------|-------|-------|-------------------------|--------------------|----------------------------------|
| <i>Egfp</i>       |     | 1619 | 462   | 28.5% | -                       | 0                  | 88.1%                            |
| <i>Egfp</i> +TSA  | PEs | 984  | 539   | 54.8% | 2.93E-40                | 2                  | 78.7%                            |
| <i>Kdm4b</i>      |     | 1323 | 838   | 63.3% | 5.98E-81                | 2                  | 91.8%                            |
| <i>Kdm4b</i> +TSA |     | 1186 | 837   | 70.6% | 1.66E-110               | 23                 | 91.2%                            |
| Female            | FEs | 491  | 469   | 95.5% | 4.50E-171               | 0                  | 96.8%                            |

The P-values were calculated by Fisher's exact test.

Table 5. *Xist* Fish analysis in *Rnf12* knockdown PEs at the morula stage.

| Types             |     | DAPI | cloud | pinpoint | no signal |
|-------------------|-----|------|-------|----------|-----------|
| si-control (n=12) | PEs | 227  | 129   | 52       | 57        |
| si-Rnf12 (n=12)   |     | 198  | 44    | 55       | 64        |

Table 6. *in vitro* development of *Kdm4b* mRNA injected fertilized embryos.

| Types             | 2-cell | 4-cell | Morula | Blastocyst | % (BI/2C) |
|-------------------|--------|--------|--------|------------|-----------|
| <i>Kdm4b</i> -FEs | 64     | 61     | 61     | 56         | 87.5%     |
| <i>Egfp</i> -FEs  | 26     | 26     | 24     | 22         | 84.6%     |

Table 7. Immunofluorescence combined with *Xist* FISH in the *Kdm4b*-PEs.

| Types               |     | ICM  |             |          | TE   |             |          |
|---------------------|-----|------|-------------|----------|------|-------------|----------|
|                     |     | DAPI | <i>Xist</i> | H3K27me3 | DAPI | <i>Xist</i> | H3K27me3 |
| <i>Egfp</i> (n=13)  | PEs | 128  | 43          | 19       | 1058 | 340         | 302      |
| <i>Kdm4b</i> (n=16) |     | 156  | 66          | 17       | 1453 | 754         | 667      |

Late stage of blastocysts (120 h) were analyzed.

Table 8. *Xist* FISH analysis of *Rnf12* knockdown *Kdm4b*-PEs at the blastocyst stage.

| Types             |                   | DAPI | cloud | pinpoint |
|-------------------|-------------------|------|-------|----------|
| si-control (n=12) | <i>Kdm4b</i> -PEs | 763  | 396   | 90       |
| si-Rnf12 (n=10)   |                   | 552  | 55    | 290      |

**Table 9. Primer/Probe sequences.**

---

|             |         |                                 |
|-------------|---------|---------------------------------|
| <i>Xist</i> | forward | CCCAAAGCAGCACAGAAAAC            |
| targeting   | probe   | FAM-ACCCGAGGATCAACATGCCTGAC-BHQ |
| exons 6-7   |         |                                 |
| (Figure 1f) | reverse | AGACACACCCACAATACACAC           |

---

How the deposited data were processed for this re-analysis (not part of the article)

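Gene expression was measured in pools of 5 blastocysts at 120 h on 8 one-colour arrays, 3 of *Kdm4b*-PEs, 3 of *Egfp*-PEs and 2 of IVF embryos. The authors deposited, for each array, the intensity of every spot as written by the Agilent Feature Extraction software version 10.7.3.1, before any normalization between arrays. The processed intensity deposited already includes the background correction of that software, and the deposited mean and local background intensity of each spot were used for an alternative. The paper's text states that the authors analysed the arrays in GeneSpring and gives an expression filter and thresholds, but its text does not name the normalization.
From the deposited intensities, log2 values were taken relative to the 75th percentile of the non-control spots of each array. Spots marked by the software as non-uniform or as population outliers were left out, and repeated probes were averaged. A transcript (probe) was expressed with a raw value above 100 and detection in every sample of at least 1 group. A repeated probe was detected where a share of at least 0.5 of its spots was. Chromosomes and coordinates are those of the deposited tables on mm9. Gene names are those of the tables. RefSeq accessions of 26762 of the 55681 probes also matched a table of gene symbols of GRCm38.p6, which was used for names only.
Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with Benjamini-Hochberg adjustment. The fit of the PE groups used their 6 arrays, and comparisons with the IVF embryos used all 8 in one fit. Single values were compared by exact permutation tests, for which 3 arrays against 3 cannot give a p under 0.1, and shares by Fisher's exact test. The fit was tested on simulated data with the means and spreads of 17901 transcripts, of which 200 were changed by 2 on the log2 scale. The simulated noise was independent between transcripts and between arrays. At an adjusted p under 0.05, 31% of the changed transcripts were recovered and 4 of 66 calls were false. At the thresholds of the paper 85% were recovered, with 795 false calls.
The pairing of replicates comes from the sample labels, which give each group the numbers 1 to 3 (1 and 2 for the IVF embryos). The paper does not describe the arrays as paired, so the replicate number was not in the main design and was tried as a block. Genes named in the text are *Kdm4b*, the genes that the paper names for the microarray and the X-linked genes of Fig. 2, 4 Y-linked genes, and the 5 largest rises and 5 largest falls among transcripts past the thresholds whose values in one PE group all lay on one side of the other group. A gene is represented by its transcript with the highest mean. A result for 1 of these genes is not reported here. Of the alternatives, other normalizations, expression filters, tests, thresholds, sets of genes and distances, and each array left out in turn, were set before the data were examined, and a pairing of same-numbered arrays for the values per array was added after seeing the data. Tables were read with Python 3.11.15 and pandas 2.3.3. The qPCR, FISH and ChIP experiments of the paper were not analysed here.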

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

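The test of slide position for *Gata1* was chosen after its values were seen. The tests of the number of *Gata1* transcripts and of the IVF comparison were set before their results were seen.
*Gata1*, which the paper does not discuss, was the 1 transcript with an adjusted p under 0.05 between the PE groups (adjusted p = 0.020 from limma). The count of such transcripts stayed at 1 with the other normalizations. It was 0 with the replicate block, the unmoderated test, all 3 groups in one fit or detection in at least 1 sample. With 1 array left out it ranged from 0 to 13, and 3 of all 10 splits of the PE arrays gave as many. The log2 change of *Gata1* in *Kdm4b*-PEs was -6.32, lower in 3 of 3 *Kdm4b*-PEs arrays than in every *Egfp*-PEs array. With a normexp background correction it was -3.92, so the size of the change depends on the background. The raw values were 1458, 995.5 and 1515 in *Egfp*-PEs, and the transcript was not detected in *Kdm4b*-PEs. It was detected on 1 of the 2 IVF arrays, with a raw value of 69.4, and the value in *Egfp*-PEs was 5.83 above that of the IVF embryos (adjusted p = 0.094 from limma, not past 0.05). *Egfp*-PEs replicate 1 exceeded the mean of replicates 2 and 3 by 0.34 although it shared the slide column of the *Kdm4b*-PEs, which goes against slide position. The files give 1 transcript for *Gata1*, so an effect of a single probe could not be told apart from a change of the gene. *Kdm4b*-PEs differed from the IVF embryos by -0.49 (adjusted p = 0.88 from limma), so the *Egfp*-PEs were the group that stood apart. A lower *Gata1* signal than in *Egfp*-PEs that accompanies the injected demethylase may be proposed only as a hypothesis. Whether *Kdm4b*-PEs lost signal or *Egfp*-PEs had an unusually high one was not settled.
The paper does not report counts of transcripts that differ from the IVF embryos. In limma with all groups, 41 transcripts differed between *Egfp*-PEs and IVF embryos, 11 higher and 30 lower, and 33 between *Kdm4b*-PEs and IVF embryos, 11 higher and 22 lower, with 24 in common. At an unadjusted p under 0.05 the counts were 1856 and 1905. The transcript with the lowest p in *Egfp*-PEs was one of *Plagl1*, a paternally expressed gene, at -9.49. With *Egfp*-PEs replicates 2 and 3 against the IVF embryos, all on 1 slide column, 21 transcripts differed, so slide column does not account for the whole difference. The difference between the counts of the 2 PE groups was not tested. The IVF embryos had 2 arrays, so other splits of the arrays were not counted. Parental origin of the genome differs between PEs and IVF embryos by design, and so does the way the embryos were made, and these were not separated here.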

How the results depend on the processing

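All alternatives were set before the data were examined, except the pairing of same-numbered arrays for the values per array, which was chosen after seeing the data. Under that replicate block the X-linked median shift was -0.196, the families differed by -3.26 and the paternally expressed genes by 0.41, each with 3 of 3 pairs in that direction (exact permutation test, two-sided, p = 0.25 for each, the smallest that 3 pairs allow). The X-linked share of downregulated transcripts, the X-linked median shift, the *Xlr* and *Magea* families and both differences of the paternally expressed genes kept their direction under every alternative tried, and the shares kept their side of the threshold for downregulated transcripts. The p of the permutation tests between 3 arrays and 3 cannot pass 0.05, so it shows no stability, and the direction of the *Xlr* and *Magea* families follows from their choice among downregulated transcripts.
Without an expression filter, 2012 transcripts were upregulated, 2305 downregulated, 0 had an adjusted p under 0.05 and 22 differed between *Egfp*-PEs and IVF. With an adjusted p under 0.05 and more than 1.5-fold, 0 transcripts were upregulated, 1 downregulated and 0 imprinted genes changed, and the X-linked share upregulated was 0%. Beside these, 2194 transcripts had an unadjusted p under 0.05. With more than 2-fold, 663 were upregulated, and the X-linked share upregulated was 3.04%, no longer past the threshold.
The count at an adjusted p under 0.05 was 0 with a raw value over 100 and detection in at least 1 sample, with the unmoderated test, with all 3 groups in one fit and with the replicate block. The replicate block also moved the X-linked share upregulated to 4.83%, no longer past the threshold. For *Egfp*-PEs against IVF the count was 20 with detection in at least 1 sample, 17 with a mean raw value above 100 and 14 with the unmoderated test. For *Kdm4b*-PEs against IVF it was 50 with quantile normalization, 16 with a mean raw value above 100 and 11 with the unmoderated test. The imprinted profile distance was 2.95 as a Euclidean distance, which is on another scale.
Across the fits that each left out one replicate, the count at an adjusted p under 0.05 ranged from 0 to 13, the X-linked share upregulated from 3.11% to 4.21% (without *Egfp*-PEs replicate 1, the *Egfp*-PEs array on the slide column of the *Kdm4b*-PEs, it was 4.16% and no longer past the threshold), the silhouette width from 0.122 to 0.218, *Egfp*-PEs against IVF from 22 to 57 transcripts, and the difference of the paternally expressed genes between *Kdm4b*-PEs and IVF from -2.44 to -1.21. The cause was not tested for any of these changes.
Of the named genes, *Renbp* reversed to 0.069 and *Impact* to -0.54 with the mean over all transcripts of the gene, expressed or not. Across the fits that each left out one replicate, the change of *Kdm4b* ranged from -0.19 to 1.14, of *Rnf12* from -0.046 to 0.38 and of *Uba1* from -0.41 to 0.15, so none of these 3 had a stable direction. Among the remaining comparisons of named genes, 31 became weaker and 7 stronger.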

Differences from the paper's values

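The paper reports 671 upregulated transcripts, and 1059 were found here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with the unmoderated test (728), with more than 2-fold (663), with the replicate block (935), with 1 transcript per gene (713), and without *Kdm4b*-PEs replicate 1 (962) or 2 (997) or *Egfp*-PEs replicate 1 (968) or 2 (864). The other alternatives did not come within it.
The paper's lowest percentage of upregulated transcripts is 2.33%, which its figure gives for the X chromosome, and 3.73% was found here. The alternatives within 1.5 times of it were no expression filter (2.56%), detection in at least 1 sample (2.95%), a mean raw value above 100 (3.43%), the unmoderated test (2.49%), all 3 groups in one fit (3.45%), more than 2-fold (3.04%), 1 transcript per gene (2.97%), the denominator of all upregulated transcripts (2.59%), and the fits without *Kdm4b*-PEs replicate 1 (3.26%) or 2 (3.24%) or *Egfp*-PEs replicate 2 (3.11%). The other alternatives did not come within it.
The paper names 6 imprinted genes as changed, and 10 were found here, which include all 6. The count came within 1.5 times with the unmoderated test (8), the replicate block (9), 1 transcript per gene (9), the highest-mean transcript of each gene (9) and the fits without *Kdm4b*-PEs replicate 2 or 3 (9 each). With autosomal imprinted genes only it was 7. That count cannot be set against the paper's 6, of which *Fthl17*, *Xlr3b* and *Xlr4b* are X-linked. The other alternatives did not come within 1.5 times.
For *Xlr4a* in *Egfp*-PEs against IVF embryos the paper's value is about 0 in Supplementary Fig. 13e, read by eye, and 0.27 on the log2 scale was found here. For *Kdm4b*-PEs against IVF embryos in the same figure, the paper's value for *Magea1* is about -1.1 in Supplementary Fig. 13e, read by eye, and -3.65 was found here, and for *Magea8* it is about -3 in Supplementary Fig. 13e, read by eye, and -4.6 was found here. Both gaps are smaller than the SD over the *Kdm4b*-PEs arrays (3.42 and 3.74), which arrays with raw values under 100 widened, so these genes were compared by the ratio of the values alone. The values here are means of log2 values. In *Kdm4b*-PEs replicates 1 to 3 the raw values of *Magea1* were 25.65, 1904 and 43.53. Those of *Magea8* were 4.12, 665.1 and 94.15. Averaging before taking log2 would give replicate 2 more weight and raise both values, so these 2 gaps cannot be told apart from the scale of averaging. No alternative was computed for these 3 values.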

Other observations

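The tests on slide position, probe composition, multicopy families and X-chromosome dosage were set before their results were seen.
The larger share of downregulated transcripts on the X chromosome was weighed against technical explanations. From the autosomal rate in 5 bins of probe GC content by 5 bins of brightness, 5.25% of the X-linked transcripts would be downregulated, against 14.8% observed, and all X-linked transcripts had a GC value. Without the *Xlr* and *Magea* families 13.3% were downregulated. *Egfp*-PEs replicate 1 exceeded replicates 2 and 3 in X-linked median by 0.031, the opposite direction to a shift from the slide column of the *Kdm4b*-PEs. Among the 4 splits of the PE arrays that part all 3 same-numbered pairs, 1, the real one, gave as large an excess of the X chromosome over the autosomes, and 1 of all 10 splits did. The share cannot be under 0.1, so the number of splits alone cannot decide about chance in which arrays fell in which group. The excess was 9.49 percentage points in the real split and at most 2.76 in any other. The other splits mix the PE groups, so whatever parts the groups lowers their excess, and this gap in size cannot decide about chance either. The X-linked medians were -0.137, -0.092 and -0.043 in *Kdm4b*-PEs against 0.126, 0.105 and 0.0857 in *Egfp*-PEs, relative to the mean of the PE arrays. The 1 split of the 4, and of all 10, with as large a shortfall of upregulated X-linked transcripts was also the real one.
For the counts of changed transcripts, 1 of the 4 splits and 1 of all 10, the real one, gave as many upregulated transcripts, and likewise 1 of the 4 as many downregulated and 1 of the 4 as many changed imprinted genes. At an adjusted p under 0.05, 2 of the 4 splits and 3 of all 10 gave as many transcripts. The other 6 splits part 1 of the pairs and keep the arrays of the others together. The other 3 splits that put 3 of the 4 arrays of one slide column together, as the real one does, gave at most 452, 381 and 346 transcripts in one direction, against 1059. Of transcripts higher in *Kdm4b*-PEs replicates 1 and 2 than in *Egfp*-PEs replicates 2 and 3, on the other slide column, 64.1% were higher in *Kdm4b*-PEs replicate 3 than in *Egfp*-PEs replicate 1, on the same column, and for transcripts lower the percentage was 70.2%. With *Kdm4b*-PEs replicate 1 or 2 held out in place of replicate 3, the percentages were 69.8% and 67.8% for transcripts higher and 71.7% and 71.1% for transcripts lower. All these comparisons share *Egfp*-PEs replicate 1. Without regard to the other arrays, 45.9%, 50.8% and 52.1% of the expressed transcripts were higher in *Kdm4b*-PEs replicates 1, 2 and 3 than in *Egfp*-PEs replicate 1, so the percentage expected from slide column alone was near 50% but not the same for each array. The percentages for transcripts that differed lie between about 50%, set beforehand for slide column alone, and the 75% set beforehand as clearly above it, so part of the differences cannot be told apart from slide position. In the simulation with 200 changed transcripts 795 false calls passed the thresholds of the paper, against 2071 transcripts here. The simulated noise was independent between transcripts and held no effect of slide position, so the 795 is not a baseline for the 2071.
Relative to autosomes, the X-linked median was 0.188 higher in *Egfp*-PEs than in IVF embryos (exact permutation test, two-sided, p = 0.10, the smallest possible), while *Kdm4b*-PEs differed from IVF embryos by -0.0027 (exact permutation test, two-sided, p = 0.90). A dose effect of active X chromosomes could explain the higher value in *Egfp*-PEs, and it would also allow *Kdm4b*-PEs to match the IVF embryos. The rule set beforehand was stricter and asked for all *Kdm4b*-PEs arrays to lie between the other groups. Replicate 3, at -0.020, lay between them, and replicates 1 and 2, at -0.101 and -0.073, lay below both IVF arrays, at -0.071 and -0.053. These gaps are small, so a dose effect can be neither shown nor excluded. The numbers of male and female embryos in the IVF pools are not known, although Y-linked *Ddx3y* and *Eif2s3y* were detected on IVF replicate 2. The IVF arrays also shared a slide column with *Egfp*-PEs replicates 2 and 3.
For the X-linked genes that the paper measured by qPCR, the arrays gave log2 changes in *Kdm4b*-PEs against *Egfp*-PEs of 0.65 for *Xist* (standard error 0.29, adjusted p = 0.44 from limma), which did not pass the thresholds of the paper. With the mean over both *Xist* transcripts it was 0.96, and without *Kdm4b*-PEs replicate 3 it was 0.91, and both passed those thresholds. The changes were -1.33 for *Plac1*, -0.96 for *Fmr1nb*, 0.46 for *Atrx*, -0.17 for *Uba1* and 0.14 for *Rnf12*. *Fmr1nb* passed the thresholds of the paper, but not with the unmoderated test, with all 3 groups in one fit or in most of the fits that each left out one replicate. *Atrx* did not pass them, but did without *Kdm4b*-PEs replicate 3, at 0.63. *Tsix* did not pass the expression filter. *Pgk1* fell by 1.29, but the files place its probe on chromosome 3. None of these transcripts had an adjusted p under 0.05.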
